# Single-cell lipidomic analysis of the epithelial-mesenchymal transition using mass spectrometry imaging

**DOI:** 10.1016/j.isci.2026.115847

**Published:** 2026-04-21

**Authors:** Ellen Marie Botne Quinsgaard, Marco Giampà, Veronica With Andreassen, Sebastian Krossa, Anna Nordborg, Jakub Idkowiak, Johannes V. Swinnen, Siver Andreas Moestue

**Keywords:** Biological sciences, Cell biology, Lipidomics

## Abstract

The epithelial-mesenchymal transition (EMT) is a metastasis-promoting process whose heterogeneity has been extensively studied at a gene expression level. EMT involves reprogramming of lipid metabolism; however, there has been little focus lipid level heterogeneity. Here, we use mass spectrometry imaging (MSI) to measure glycerophospholipids at the single-cell level during EGF-induced EMT in MDA-MB-468 breast cancer cells. Cells undergoing EMT had reduced levels of PA, PS, PE, and PI-species and increased levels of PG-species and LPI (18:0). Multivariate analysis on the spatially resolved MSI-data revealed a heterogeneous metabolic response. Lipid levels were particularly affected by cell organization, as dispersed cells were more “EMT-like” than cohesive cells. The fraction of dispersed cells increased during EMT, indicating that pathways regulating adhesion and motility also regulate lipid metabolism. Gene expression analysis verified that EMT affected genes involved in glycerophospholipid biosynthesis. This work demonstrates heterogeneous regulation of glycerophospholipids in cancer cell populations undergoing EMT.

## Highlights

• The epithelial-mesenchymal transition (EMT) is a process that promotes metastasis
• EMT caused extensive regulation in phospholipid levels and biosynthetic genes
• Single-cell measurements revealed heterogeneous lipid level response
• Cell organization matters: dispersed cells had EMT-like lipid profiles

## Introduction

The epithelial-mesenchymal transition (EMT) is a process wherein epithelial cells take on mesenchymal features. The process has been found to occur during wound healing, fetus-development and in cancer where EMT has been found to promote metastasis.^1^ During EMT, metabolic rearrangements cause a shift in energy-usage away from cell proliferation and toward cell migration. This allows the cells to disseminate into foreign tissues, where they regain their proliferative abilities through the inverse process of mesenchymal-epithelial transition (MET). Besides the link to metastasis, EMT has also been found to promote therapy resistance.^1^^,^^2^ Hence, there is a need to understand the molecular events involved in EMT in order to counter its negative effects in cancer.

Among the many changes that occur during EMT are alterations in lipid metabolism. The transcription factors Twist1 and Snai1 are strong EMT-inducers that have been found to have additional roles as regulators of fatty acid oxidation and lipolysis, respectively.^3^^,^^4^^,^^5^ Glycerophospholipids are one of the main components of the cell membrane. They consist of two acyl chains bound to a head group via a glycerol backbone.^6^ Switching out the headgroups alters the properties of glycerophospholipids. Classes include phosphatidylcholine (PC) and phosphatidylethanolamine (PE), that are neutral, and phosphatidic acid (PA), phosphatidylglycerol (PG), phosphatidylinositol (PI), and phosphatidylserine (PS) that are negative.^7^

PC and PE are the two most abundant glycerophospholipids, making up 41–57 and 17–38 mol %, respectively, of total glycerophospholipids.^8^ PC has a cylindrical shape that mediates its organization into stable bilayer formation, while PE has a smaller head group that gives it a conical shape.^8^ The conical shape of PE promotes membrane curvature, which is necessary for cell division and vesicular transport.^7^^,^^8^^,^^9^ PE and PC are both synthesized by the addition of their respective headgroups to diacylglycerol (DAG), and both can have their headgroups exchanged to produce PS (Figure 1).^10^ PS is primarily localized in the ER or in the inner leaflet of the plasma membrane. During apoptosis PS relocalizes to the outer leaflet, causing the apoptotic cell to be identified and removed by phagocytes.^11^ Intracellularly, PS binds and recruits proteins. Some proteins bind preferentially to PS, while others bind non-specifically to the headgroups of charged lipids including PS.^11^

**Figure 1:**
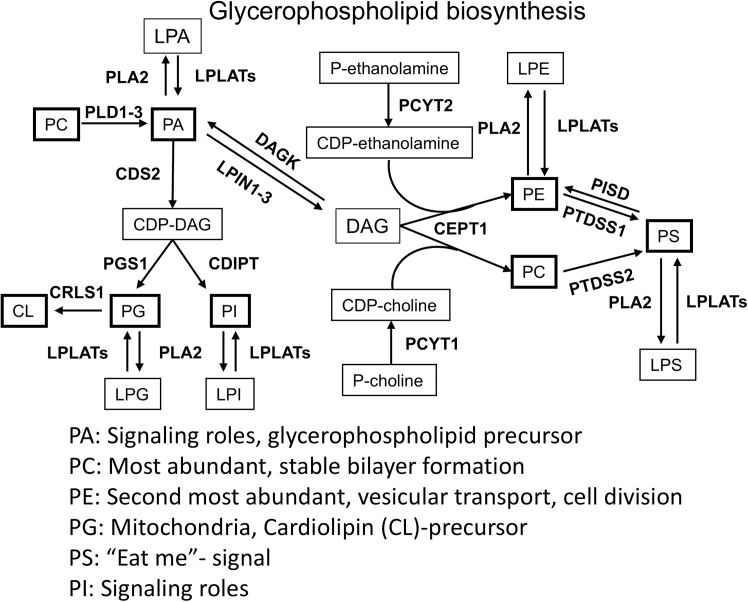
Overview glycerophospholipid biosynthesis^10^^,^^12^

Like PS, PG can also act as a protein binding site and has been shown to participate in protein kinase C (PKC)-activation. PG is primarily localized in the mitochondria, where it acts as a precursor to cardiolipin (CL).^13^^,^^14^ The PI head group is an inositol ring which can be phosphorylated on multiple sites, and phosphorylated PI has multiple, extensively reviewed signaling roles.^15^^,^^16^^,^^17^ Of particular note is its role in PI3K-signaling.^18^ PG and PI biosynthesis are both downstream of CDP-DAG (Figure 1).^10^ Finally, PA is the glycerophospholipid with the smallest head group and acts as precursor to the others (Figure 1).^10^ PA acts as a signaling molecule, activating kinases including 3-phosphoinositide-dependent protein kinase-1 (PDK1), mitogen-activated protein kinase (MAPK), and the mammalian target of rapamycin (mTOR).^13^^,^^19^

Levels of glycerophospholipids have been found to differ in breast cancer cell lines with different metastatic potential.^20^^,^^21^ For instance, PA-levels are higher in metastatic MDA-MB-231 than non-metastatic T-47D.^20^ Saturation of acyl chains is also of interest in EMT as cells with high motility tend to have lower saturation of membrane phospholipids and higher membrane fluidity.^20^^,^^21^ Reduced membrane fluidity has in turn been found to inhibit EMT.^22^^,^^23^ Saturation of glycerophospholipids are adjusted by the exchange of acyl chains. Members of the phospholipase A2 (PLA2) family remove acyl chains before a lysophospholipid acyltransferase (LPLAT) adds a chain.^24^

Studying the molecular alterations associated with EMT is complicated by the heterogeneity of cell populations. Most cells in a population are in partial/transitioning states, positioned somewhere in the continuous spectrum from fully epithelial to fully mesenchymal.^25^^,^^26^^,^^27^^,^^28^ Disregarding the heterogeneity of EMT may obscure associations between phenotype and metabolic activity. As we unravel the importance of changing lipid composition in EMT, as well as the emerging clinical relevance of heterogeneous partial EMTs it seems prudent to investigate heterogeneity in EMT lipidomics.

Matrix-assisted laser desorption ionization mass spectrometry imaging (MALDI-MSI) is a method that can be used to measure lipids and other analytes in biological materials. It allows spatially resolved metabolic analyses, and the technology has the potential to open up new avenues within single-cell spatial omics. MALDI-MSI has mostly been used to study tissue samples, but may also be used to determine lipids in cells cultured *in vitro.*^29^ Furthermore, instruments with higher spatial resolution have made it possible to use the method to study single cells.^30^ Indeed new MALDI-MSI-based technologies are able to image lipids at the subcellular level.^31^

Here, we use MALDI-MSI to explore the metabolic changes that occur during EMT of the breast cancer cell line MDA-MB-468. We explore the heterogeneity of these changes at a single-cell level and identify how lipid-levels change when cells spread out by comparing “lonely” dispersed cells with cohesive groups of cells.

## Results

### Inducing EMT with EGF

EMT was induced by culturing MDA-MB-468 breast cancer cells with 25 ng/mL epidermal growth factor (EGF).^32^ EMT-induction was assessed by measuring the EMT-transcription factors *TWIST1* and *SNAI1*, as well as the mesenchymal biomarkers Vimentin (*VIM*) and Fibronectin1 (*FN1)* and the EMT-promoting Ezrin (*EZR*).^33^^,^^34^^,^^35^^,^^36^^,^^37^ Increased gene expression was observed in all these biomarkers by qPCR, indicating successful EMT-induction (Figure 2A). Transcriptional bursts were observed for all markers at 12 h or 24 h.^38^ In all replicates, we observed EGF-induced morphological changes. EGF-treated samples contained a mixture of spindle-like and round cells. This phenotype remained stable at 72 h, consistent with previous observations (Figure 2B).^32^^,^^39^

**Figure 2:**
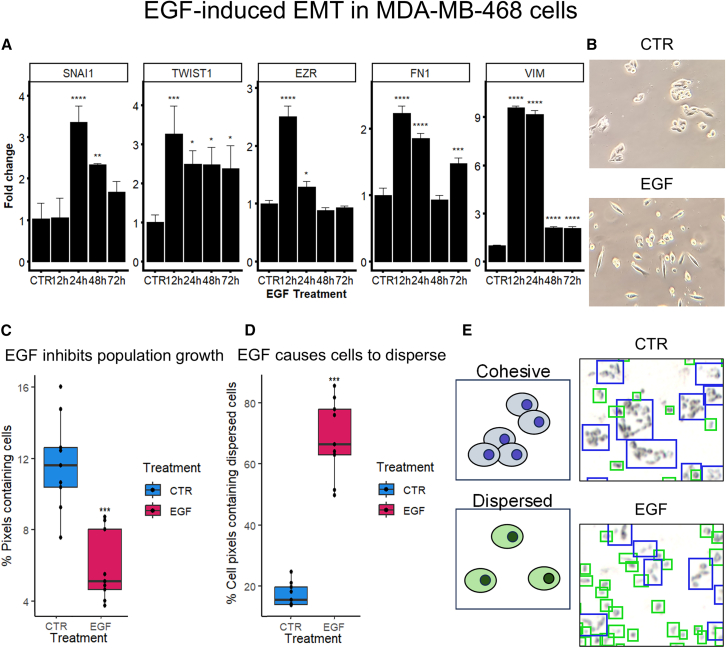
EGF induces EMT in MDA-MB-468 cells Comparison of untreated CTR samples vs. samples treated with 25 ng/mL EGF. (A) Gene expression changes measured by qPCR after 0, 12, 24, 48, and 72 h of EGF-treatment. Shows fold changes of the mesenchymal markers *EZR*, *FN1*, and *VIM*, as well as the EMT-transcription factors *SNAI1* and *TWIST1*. Error bars represent standard deviations. *N* = 3. *p* values calculated using Bonferroni-corrected, pairwise two-sample *t* tests vs. CTR. (B) Morphology of CTR cells and cells treated with EGF for 72 h. (C) Boxplot displaying percentage of pixels containing cells in MALDI-MSI image. (D) Boxplot displaying what percentage of cell-containing pixels contained dispersed single cells, rather than cohesive groups of cells. *N* = 9. The boxes represent the interquartile range (IQR) while the error bars represent Q1 –1.5∗IQR and Q3 +1.5∗IQR respectively. *p* values calculated using the two-sample *t* test. (E) Illustration and example of cohesive and dispersed cells. Significance levels: *p* < 0.05: “∗,” *p* < 0.01: “∗∗,” *p* < 0.001: “∗∗∗.”

It was decided to measure lipid levels 72 h after EMT induction to capture the lipidomic effect on this stable, post-mitotic phenotype. For the MALDI-MSI-experiments cells were cultured on ITO-slides with or without EGF for 72 h. EGF has been found to inhibit proliferation and promote apoptosis in MDA-MB-468 cells.^32^^,^^40^^,^^41^ After performing MALDI-MSI, the pixels containing cells were registered. Control (CTR) samples had on average 11.7% cell-containing pixels, while an average of 5.9% of pixels contained cells in the EGF-samples. (Figure 2C) This is consistent with reduced proliferation and survival in EGF-stimulated cells. One property of EMT is that cells become less adherent and spread out as dispersed single-cells.^2^ In order to quantify changes in cell organization we measured the number of pixels containing cohesive groups or dispersed cells. MSI-pixels were categorized as either cohesive or dispersed by analyzing the corresponding brightfield image. In the EGF-treated cells, on average 68% of the cell-containing area was assigned to dispersed cells, whereas only 17% of control cells were classified as dispersed (Figures 2D and 2E).

### EMT induces changes in glycerophospholipid-levels

To determine the effects of EGF-induced EMT on lipid levels, MDA-MB-468 cells were measured by MALDI-MS. Cells were cultured on ITO-slides and treated with either EGF-containing (25 ng/mL) or EGF-free CTR media for 72 h. CTR and EGF-slides were paired up during shared rounds of matrix-application before MALDI-MSI. MSI-datasets were TIC-normalized, and peak picking was performed before cell-specific pixels were identified by spatial *k*-means clustering. One mean spectrum was extracted from each slide based on all pixels that contained cells. Peaks with minimum five times higher signal in cell spectra than cell-free spectra were defined as cell specific. Lipid identities were determined based on accurate mass. Lipid identities were determined for 29 out of 46 peaks of interest (Table S2). The treatment groups were compared using a paired *t* test, and the levels of 21 lipids were found to be significantly different between treatment groups. EGF reduced the levels of two PA-species, two PS-species, four PE-species, and ten PI-species, and increased the levels of two PG-species and lysophosphatidylinositol (18:0) (LPI(18:0)) (Figure 3A). Visual inspection of lipid maps showed heterogeneous lipid levels within samples which were explored further (Figure 3B).

**Figure 3:**
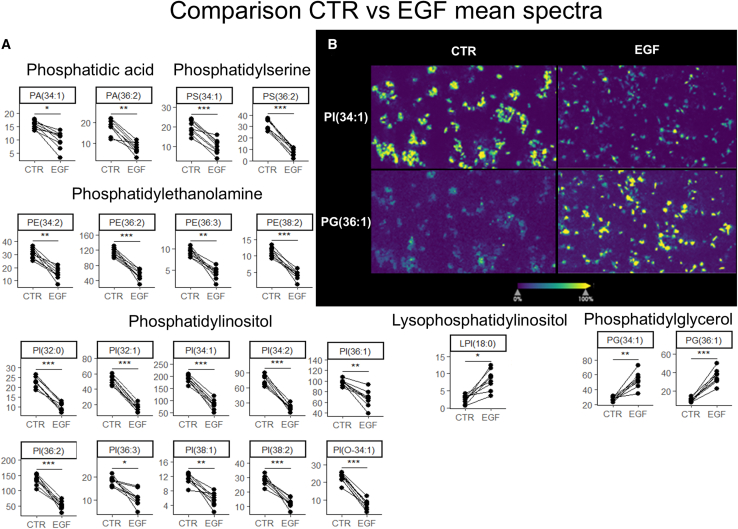
Comparison of lipid levels in CTR vs. EGF-treated samples (A) Paired dot plots comparing lipid levels in CTR vs. EGF-treated samples. Measured by MALDI-MSI. One mean spectrum extracted from each sample. Datapoints paired according to the round of matrix-application shared by samples of each treatment group. *p* values calculated using paired *t* tests and adjusted using the Bonferroni-approach. Significance levels: *p* < 0.05: “∗,” *p* < 0.01: “∗∗,” *p* < 0.001: “∗∗∗.” (B) MSI-map example of lipids PI(34:1) and PG(36:1) in one CTR sample and one EGF sample.

### There is an overlap between lipids that change during EMT and lipids that differentiate between cohesive vs. dispersed cells

Since the cells were observed to spread out during EMT (Figure 2D), we were interested in determining whether dispersed single cells were more EMT-like than cohesive groups of cells. From each sample, we extracted two mean spectra: one based on all pixels containing cohesive cells and one based on all pixels containing dispersed cells. We included data from all samples in a PCA-analysis to evaluate the heterogeneity. This PCA-analysis showed clear separation of CTR and EGF samples on PC1 (Figure 4A). When colored according to organization, the PCA showed a separation of cohesive vs. dispersed cells within the CTR treatment. This separation was also in PC1, with dispersed cells closer to the EGF-cluster (Figure 4B). Spectra were paired according to which sample they were extracted from and compared using a paired *t* test. Within the CTR treatment, 14 lipids were found to be significantly different in cohesive vs. dispersed cells. Dispersed cells were found to have lower levels of two PA-species, two PS-species, three PE-species, and six PI-species, as well as higher levels of one PI-species (Figure 4C). In the EGF treatment, however, only LPI(18:0) was found differentiate cohesive and dispersed cells (Figure 4D).

**Figure 4:**
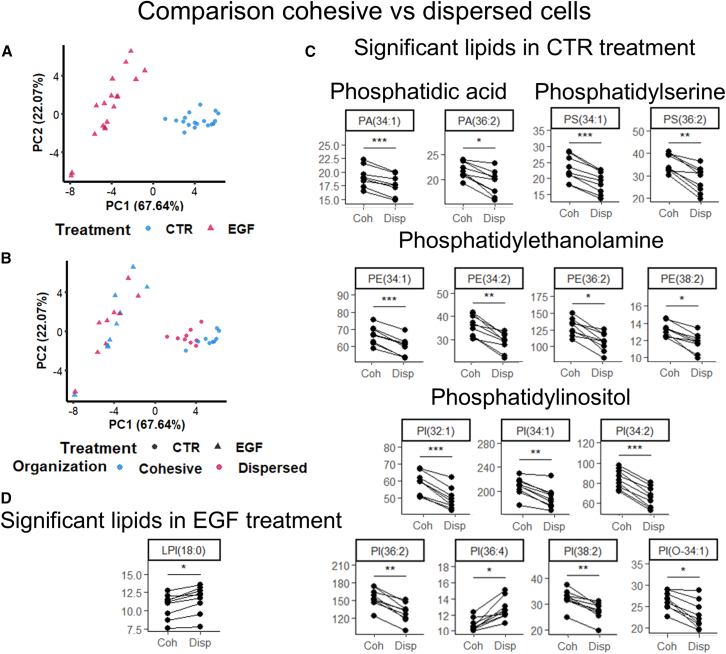
Comparison of lipid levels in cohesive vs. dispersed cells Two mean spectra were extracted from each sample: one from all pixels containing cohesive cells and one from all pixels containing dispersed cells. (A) PCA analysis colored according to treatment group. (B) PCA analysis colored according to organization of cells. (C) Paired dot plots displaying how lipid levels are affected by cell organization in CTR samples. (D) Paired dot plot displaying that LPI(18:0) is affected by cell organization in EGF samples. Datapoints paired according to which sample the mean spectra are extracted from. *p* values calculated using paired *t* tests and corrected using the Bonferroni approach. Statistical significance levels: *p* < 0.05: “∗,” *p* < 0.01: “∗∗,” *p* < 0.001: “∗∗∗.”

The levels of PA(34:1), PA(36:2), PS(34:1), PS(36:2), PE(34:2), PE(36:2), PE(38:2), PI(32:1), PI(34:1), PI(34:2), PI(36:2), PI(38:2), and PI(O-34:1) were found to decrease in dispersed CTR cells, as well as to overall decrease in the EGF-treatment compared to the CTR. Conversely, LPI(18:0) increased both in dispersed EGF cells and in the EGF treatment compared to the CTR (Figures 4C and 3A). This indicates that the dispersed cells are strongly associated with the mesenchymal-like lipid profile.

The lipids PE(36:3), PI(32:0), PI(36:1), PI(36:3), and PI(38:1) decreased in the EGF treatment but not in dispersed CTR cells. PG(34:1) and PG(36:1) increased in the EGF-treatment but not in dispersed CTR cells. PI(36:4) increased in dispersed CTR cells but was unaffected by EGF-treatment (Figures 4C and 3A).

### Single-cell analysis reveals lipid-level heterogeneity of EMT response

EMT is notorious for its heterogeneity, and various degrees and categories of EMT have been described at a gene expression level. We wanted to examine this heterogeneity at the phospholipid level. Dispersed single-cells were identified and cohesive cell groups were discarded to avoid effects from cell multiplets in the dataset. Spectra were extracted from each of the dispersed cells. Downstream analysis was performed on 446 (33.3%) CTR cells and 893 (66.7%) EGF cells. An initial PCA-analysis showed CTR- and EGF-stimulated cells as distinct but overlapping groups with separation along PC1 (Figure S1). Clustering was performed using the Leiden algorithm on a Shared Nearest Neighbor (SNN)-network. Parameter-tuning and assessment by consensus-clustering and silhouette-calculation resulted in seven clusters. Out of these, four contained primarily (>98%) EGF-treated cells, two contained primarily (>94%) CTR cells and one contained a mixture of the two (20.3% CTR, 79.7% EGF). Leiden clusters were sorted according to median placement along PC1 and a heatmap was made of lipid levels within each cluster (Figure 5A). A tSNE-embedding was generated to aid visualization of the clusters (Figures 5B and 5C).

**Figure 5:**
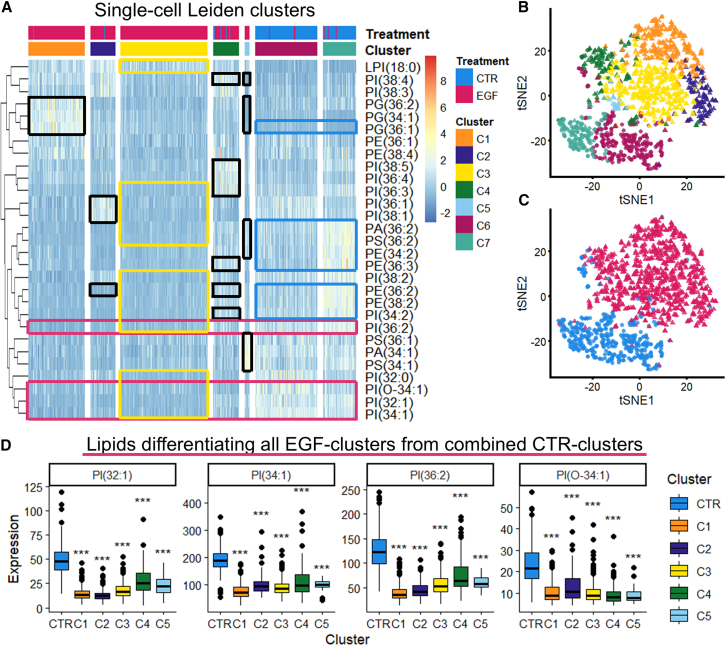
Single-cell clustering analysis performed on dispersed cells (A) Heatmap showing scaled lipid levels in clusters identified by Leiden clustering on a shared nearest neighbor graph. Black boxes: lipids differentiating individual EGF-majority clusters to remaining EGF-majority clusters. Blue boxes: lipids differentiating the two CTR-majority clusters C6 and C7. Magenta boxes: lipids differentiating each individual EGF-majority cluster from the CTR-majority clusters C6 and C7. All highlighted lipids fulfill the following: fold change > 1.5 or below 0.667, *p* value < 0.001, and non-overlapping IQR. (B) tSNE-embedding of single-cell lipid data with each datapoint colored according to cluster identity. (C) tSNE-embedding of single-cell lipid data colored according to treatment group. (D) Levels of differentiating lipids marked by magenta boxes in (A). The boxes represent the IQR while the error bars represent Q1 –1.5∗IQR and Q3 +1.5∗IQR respectively. *p* values calculated using two-sample *t* tests and corrected using the Bonferroni approach. Significance levels: *p* < 0.05: “∗,” *p* < 0.01: “∗∗,” *p* < 0.001: “∗∗∗.” See also Figures S1 and S2.

Visual inspection of the heatmap show an overall decrease of multiple lipids in the EGF-majority clusters, consistent with the results from Figure 3, with certain lipids upregulated in clusters C1, C2, C4, and C5 (Figure 5A). Marker lipids were selected based on the following criteria: mean fold change above 1.5 or below 0.667, non-overlapping inter-quartile range (IQR) and statistical significance. All highlighted lipids have *p* < 0.001.

All EGF-majority clusters had reduced levels of PI(32:1), PI(34:1), PI(36:2), and PI(O-34:1) compared to the pooled CTR clusters C6 and C7 (Magenta boxes in Figures 5A and 5D).

Cluster C1 is differentiated from the pooled EGF-clusters by elevated levels of the three measured PG-species. Cluster C2 has elevated levels of PI(36:1) and PI(38:1), as well as low levels of PE(36:2). Cluster C4 has elevated levels of PE(36:2), PE(36:3), PI(34:2) and the highly unsaturated PI(36:3), PI(36:4), PI(38:4), and PI(38:5). Cluster C5 has elevated levels of PA(34:1), PA(36:2), PE(34:2), and the three measured PS-species, as well as reduced levels of PI(38:4) and the three measured PG-species (black boxes in Figure 5A; Figure S2A).

Cluster C3 is the largest EGF-majority cluster. It did not have lipids fulfilling the criteria as markers against the other, pooled EGF-clusters. Using this cluster as baseline for comparison against the pooled CTR-clusters however, we found reduced levels of PA(36:2), PE(36:2), and PE(38:2), multiple mono- and di-unsaturated PI-species, PI(32:0) and PS(36:2). There was additionally increased levels of LPI(18:0) (yellow boxes in Figure 5A; Figure S2B).

The CTR clusters C6 and C7 are differentiated by cluster C6 having reduced levels of PA(36:2), PE(34:2), PE(36:2), PE(36:3), PE(38:2), PI(34:2), and PS(36:2) as well as elevated PG(36:1) (blue boxes in Figure 5A; Figure S2C).

Single-cell analysis showed variable responses to EGF-treatment and clustering analysis revealed distinct lipid profiles. This shows heterogeneous EMT-response at the lipid level.

### EMT induces changes in genes associated with glycerophospholipid biosynthesis

Gene expression was measured by RNA sequencing after 12, 24, 48, and 72 h of EGF-treatment to understand how lipid metabolism is regulated during EMT (see Figures S3A and S3B for clustering and volcano plots of RNA-seq data). 

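For this experiment, the authors treated MDA-MB-468 breast cancer cells with 50 ng/mL EGF for 12, 24, 48 or 72 h and left control cells untreated, with 4 biological replicates per group. Libraries were prepared with the Lexogen Corall mRNA kit and sequenced as single-end reads on an Illumina NS500. The authors deposited an estimated count, rounded to a whole number, for each of 60271 genes in each of the 20 libraries. Beside it, they deposited a normalized value and the fold changes and p values from DESeq2. The paper's text does not name the aligner, the genome build, the annotation or the handling of unique molecular identifiers, so the counts may hold PCR duplicates. The total per library had a median of 20834697 (range 18393007 to 22158289) in the untreated control. For the EGF-treatments, the median was 21972653 (range 20442693 to 23455737) at 12 h and 19416394 (range 16120115 to 21419262) at 24 h. It was 19970666 (range 16527104 to 24098943) at 48 h and 17292986 (range 15611961 to 25856953) at 72 h. The estimated counts were analyzed here in edgeR, in one model of all 20 libraries with a mean per group. TMM normalization was used, and 16522 genes passed edgeR's filter on low counts, out of 33535 with at least 1 count. Expression is given as CPM after TMM normalization, with the SD over the 4 libraries of a group. Adjusted p stands for edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over all genes tested, with a threshold of 0.05. Where the adjusted p of a gene against the control is printed and under it, all 4 EGF libraries lay on the same side of all 4 control libraries unless fewer are given. All 4 time points are compared with the same 4 control libraries. For the RNA-seq, the paper does not state when the control cells were harvested. The spread between replicates exceeded counting error, with a variance 4.06 to 72.8 times the sampling noise over 30 pairs of replicates. Gene positions and exon counts, with overlapping exons of all transcripts merged, are from GENCODE 29 on GRCh38. The deposited tables name no build. In GENCODE 29, 58036 of the deposited Ensembl IDs were found, each on the chromosome that the authors list.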

Gene set enrichment analysis (GSEA) was performed on significantly differentiated (p.adj < 0.05) genes ranked according to fold change for each EGF-treatment compared to control. 

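After 12 h of EGF treatment, 11465 genes had an adjusted p under the threshold, 5433 higher and 6032 lower than in the control. The number was 9717 at 24 h (4819 higher, 4898 lower), 7562 at 48 h (3966 higher, 3596 lower) and 10177 at 72 h (5062 higher, 5115 lower). With a fold change above 1.5 or below 0.667 as well, 7703, 5565, 3633 and 5922 genes were counted at 12, 24, 48 and 72 h. Between successive time points, tested directly, 8879 genes differed between 24 and 12 h, 8292 between 48 and 24 h and 5906 between 72 and 48 h. Of these, 4480, 3939 and 2441 were beyond the fold change limits. Testing each gene against a 1.5-fold change with edgeR's glmTreat moved these numbers most, to 883 genes between 72 and 48 h.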

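Fig. S3C shows 77 genes of the hallmark EMT set that the authors found differentially expressed in at least 3 of the 4 EGF-treatments. All 77 genes passed the filter on low counts here. At 12 h, 74 of them had an adjusted p under the threshold in edgeR, 63 higher and 11 lower than in the control. The numbers were 75 at 24 h (64 higher, 11 lower), 68 at 48 h (55 higher, 13 lower) and 76 at 72 h (64 higher, 12 lower). When the p values were adjusted over the list alone, 74, 75, 69 and 76 genes passed at the 4 time points. This is not independent evidence, since the study chose these genes for their significance in the same libraries. A filter of at least 10 counts in every library moved the numbers most, since it left 61 of the 77 genes, of which 51 were higher at 12 h. The whole hallmark set was not analysed here.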

The analysis showed significant enrichment for the MSigDB hallmark EMT gene set for each time point (Table S3; Figure S3C), confirming EMT-induction.^42^

An equivalent analysis against the glycerophospholipid biosynthesis pathway from the Reactome database did not find significant enrichment for any of the time points; however, the 12 h treatment did display *p* = 0.054.^12^ 

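The Reactome set was not used here. In its place, a list of 75 enzyme genes of the pathways in Figs. 1 and 6A was fixed in advance, of which 58 passed the filter on low counts. At 12 h, 49 of the 58 had an adjusted p under the threshold in edgeR, 37 higher and 12 lower. At 24 h, 36 did (25 higher, 11 lower), at 48 h 24 (16 higher, 8 lower) and at 72 h 39 (27 higher, 12 lower). When adjusted over the list alone, 49, 36, 24 and 40 genes passed. The list contains genes that the study picked from these libraries, such as those in Fig. 6B, so it is not independent of them. A pair of set tests were applied with Benjamini-Hochberg adjustment over 20 tests of 5 lists at 4 time points. The rotation test fry asks whether the genes of a list change in one direction at all, and gave an adjusted p of 4.61e-12 at 12 h, 9.10e-10 at 24 h, 1.16e-06 at 48 h and 5.89e-10 at 72 h, each in the direction of upregulation. The test camera, with a preset correlation of 0.01 between genes, compares the list with all other genes and moved the result most. Its adjusted p was 0.00798 at 12 h, 0.0566 at 24 h, 0.274 at 48 h and 0.0728 at 72 h, so that the 12 h call by camera also holds under fry and the calls by fry at 24, 48 and 72 h do not hold under camera.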

In order to incorporate fold changes and the lipidomic data, a joint pathway analysis was performed in MetaboAnalyst.^43^ Two lists were supplied, one containing differentially regulated lipids and one containing log2 fold changes of significantly (p.adj < 0.05) regulated genes after 12 h of EGF treatment. Glycerophospholipid metabolism was the most significant hit (*p* = 5.56E−6). 

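Fig. 6B shows 29 genes of the pathway, all of which passed the filter on low counts. In edgeR, 26, 20, 15 and 24 of them had an adjusted p under the threshold at 12, 24, 48 and 72 h, and 22, 15, 11 and 16 were also beyond 1.5-fold or 0.667-fold. Adjusted over the list alone, 26, 20, 15 and 25 passed, which is not independent evidence because the study picked the genes from these libraries. Over the 4 time points, 25 of the 29 genes were beyond a limit at 1 time point or more. Of these, 19 were beyond the upper limit only and CEPT1, LPCAT3 and PLA2G12A beyond the lower limit only. LPCAT1, PLA2G2A and PLA2G6 were beyond both limits, at different time points. The other 4 genes, ETNK1, LPIN2, PGS1 and PLD2, were beyond neither limit in edgeR.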

An overview of gene expression changes in the glycerophospholipid biosynthesis pathway was constructed using the Reactome database and the review of phospholipid synthesis by Vance (Figure 6A).^10^^,^^12^ Significantly regulated genes with at least 1.5-fold upregulation or 0.667-fold downregulation in at least one measured time point are included in the figure, with gene names colored red if upregulated and blue if downregulated. Genes that are both up- and downregulated are marked with and asterisk. 

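Of 20 PLA2 genes, counted as all genes whose symbol starts with PLA2G and a number, 10 passed the filter on low counts. At 12 h, PLA2G15, PLA2G4C, PLA2G4E and PLA2G2F were above 1.5-fold, and PLA2G12A and PLA2G6 were below 0.667-fold. At 24 h, PLA2G7, PLA2G4E and PLA2G2F were above and PLA2G12A and PLA2G2A were below. At 48 h, 5 genes were above (PLA2G10, PLA2G4C, PLA2G7, PLA2G2F and PLA2G6), and at 72 h 6 genes (PLA2G10, PLA2G4C, PLA2G7, PLA2G2F, PLA2G4E and PLA2G2A). Of these rises, those of PLA2G4C at 12 h, PLA2G6 at 48 h, and PLA2G4E and PLA2G2A at 72 h had 3 of 4 libraries above all controls. At 48 and 72 h, 0 genes were below 0.667-fold, although PLA2G12A and PLA2G15 were lower at 72 h by less than that limit (0.0313 and 0.0118 as edgeR adjusted p, log2 fold changes -0.26 and -0.40, with 2 and 3 of 4 libraries below all controls). The fall of PLA2G12A did not pass without EGF 72 h replicate 1 (-0.23), EGF 72 h replicate 4 (-0.22), control replicate 1 (-0.25) or control replicate 3 (-0.15), that of PLA2G15 without control replicate 2 (-0.29), and the rise of PLA2G4E at 72 h without EGF 72 h replicate 1 (0.86), EGF 72 h replicate 2 (1.08), EGF 72 h replicate 3 (1.02), control replicate 1 (0.93) or control replicate 3 (0.87). Adjusted over the list alone, 6, 6, 5 and 8 genes passed the threshold for adjusted p at the 4 time points, the same numbers as over all genes tested. PLA2G2F was counted by its fitted fold change. It had 0 counts in every control library, and against a floor of 3 counts it was at least 1.12-fold higher at 12 h, 1.26-fold at 24 h, 1.02-fold at 48 h and 7.30-fold at 72 h. Most of the family had few counts, and a filter of at least 10 counts in every library left 3 genes. Under that filter 2 genes were above 1.5-fold at 12 h, 0 at 24 h, 1 at 48 h and 1 at 72 h. Scaling by library size only, or by upper quartiles, left 2 genes above 1.5-fold at 12 h.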

The PLA2 gene family show both up- and downregulated genes but is colored red as we primarily see an upregulation. 

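Among the genes of Fig. 6B, LPCAT3 (ENSG00000111684, chromosome 12 from 6976186 to 7018510, 12 exons) had its lowest expression at 24 h. It was at 77.3 ± 6.86 CPM (SD, n = 4) in the control and at 33.7 ± 2.23 CPM after 12 h (log2 fold change -1.20, standard error 0.081, edgeR adjusted p = 4.49e-12), with all 4 libraries below all 4 controls. At 24 h it was at 30.2 ± 1.85 CPM (log2 fold change -1.36, standard error 0.081, edgeR adjusted p = 8.79e-13) and at 72 h at 44.0 ± 4.02 CPM (log2 fold change -0.81, standard error 0.080, edgeR adjusted p = 4.70e-09). At 48 h it was at 69.9 ± 5.07 CPM and did not pass the threshold (log2 fold change -0.15, standard error 0.078, edgeR adjusted p = 0.132). Exons of EMG1 on the opposite strand cover 65.6% of the exon bases of LPCAT3, so reads of EMG1 could count toward it if the counting ignored strand. MBOAT2 (ENSG00000143797, chromosome 2 from 8852690 to 9003813, 15 exons) rose from 157 ± 16.1 CPM in the control to 285 ± 8.59 CPM at 12 h (log2 fold change 0.86, standard error 0.079, edgeR adjusted p = 1.22e-09) and 292 ± 12.8 CPM at 24 h (log2 fold change 0.89, standard error 0.079, edgeR adjusted p = 1.07e-09). It was at 239 ± 14.6 CPM at 72 h (log2 fold change 0.60, standard error 0.079, edgeR adjusted p = 5.35e-07). Its smaller rise at 48 h (log2 fold change 0.21, edgeR adjusted p = 0.0361, 2 of 4 libraries above all controls) no longer passed without EGF 48 h replicate 3 (0.15), EGF 48 h replicate 4 (0.17), control replicate 1 (0.21), control replicate 2 (0.15) or control replicate 4 (0.20). ETNK1 (ENSG00000139163, chromosome 12 from 22625075 to 22690665, 11 exons) was higher at 12 h (log2 fold change 0.49, standard error 0.12, edgeR adjusted p = 0.00130) and lower at 48 h (log2 fold change -0.44, standard error 0.13, edgeR adjusted p = 0.00690, 3 of 4 libraries below all controls), within the fold change limits at both. Its direction at 48 h depends on the normalization, since factors per gene recovered from the deposited values, an alternative chosen after seeing the data, gave a log2 fold change of 0.12.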

See Figure 6B for visualization of fold change, significance levels, and timing of gene regulation.

**Figure 6:**
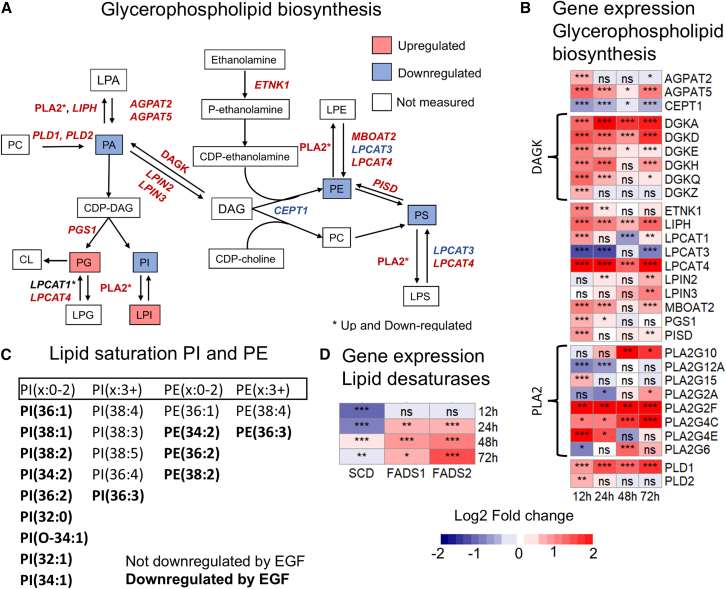
EGF-induced extensive regulation of genes involved in glycerophospholipid biosynthesis in MDA-MB-468 (A) Overview of glycerophospholipid biosynthesis network with metabolites and genes colored red if found to be upregulated and colored blue if found to be downregulated. Network drawn based on the KEGG and Reactome pathway database and the review by Vance.^10^^,^^12^^,^^44^ (B) Overview of up- and downregulated genes in (A) color-coded according to fold change compared to untreated control samples. *N* = 4. (C) Overview of identified PI and PE lipids arranged according to degree of saturation. Significantly downregulated lipids are marked in bold. (D) Overview of up- and downregulated genes involved in lipid desaturation. *N* = 4. *p* values for RNA-seq data in (B and D) were calculated in the SARTools package using a Benjamin-Hochberg-corrected Wald test.^45^ Significance levels: *p* < 0.05: “∗,” *p* < 0.01: “∗∗,” *p* < 0.001: “∗∗∗.”

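PLA2G12A (ENSG00000123739, chromosome 4 from 109709989 to 109730077, 4 exons) was at 59.5 ± 9.64 CPM (SD, n = 4) in the control. It fell to 32.8 ± 1.92 CPM at 12 h (log2 fold change -0.86, standard error 0.10, edgeR adjusted p = 9.57e-08) and 33.9 ± 1.21 CPM at 24 h (log2 fold change -0.81, standard error 0.10, edgeR adjusted p = 3.90e-07). Exons of another gene on the same strand cover 15.7% of its exon bases. PLA2G4C (ENSG00000105499, chromosome 19 from 48047843 to 48110817, 24 exons) was at 1.98 ± 0.615 CPM in the control. It rose to 3.14 ± 0.404 CPM at 12 h (log2 fold change 0.67, standard error 0.20, edgeR adjusted p = 0.00499, 3 of 4 libraries above all controls), a call that is lost with scaling by library size only. At 48 h it was at 5.75 ± 0.458 CPM (log2 fold change 1.54, standard error 0.19, edgeR adjusted p = 5.27e-07) and at 72 h at 7.08 ± 1.29 CPM (log2 fold change 1.84, standard error 0.19, edgeR adjusted p = 1.22e-08). PLA2G4E (ENSG00000188089, chromosome 15 from 41981582 to 42051190, 20 exons) had 2 to 5 counts per control library and rose from 0.159 ± 0.0776 CPM to 1.56 ± 0.302 CPM at 12 h (log2 fold change 3.24, standard error 0.36, edgeR adjusted p = 2.91e-08). PLA2G10 (ENSG00000069764, chromosome 16 from 14672545 to 14694669, 5 exons), with 0 to 5 counts per control library, rose from 0.151 ± 0.108 CPM to 0.685 ± 0.138 CPM at 48 h (log2 fold change 2.15, standard error 0.47, edgeR adjusted p = 6.16e-04). PLA2G7 had too few control counts for a fold change and was at least 5.57-fold higher at 24 h, 2.62-fold at 48 h and 5.22-fold at 72 h.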

A prominent feature was upregulation of multiple PLA2-genes. PLA2 convert glycerophospholipids to lysophospholipids.^46^ Of note is a persistent upregulation of Lipase H (*LIPH*) which has PA-specific PLA2-activity.^47^ 

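LIPH (ENSG00000163898, chromosome 3 from 185506262 to 185552613, 11 exons) was at 13.9 ± 1.30 CPM (SD, n = 4) in the untreated control. After 12 h of EGF, it was at 37.4 ± 1.08 CPM, 2.69-fold higher (log2 fold change 1.43, standard error 0.075, edgeR adjusted p = 4.28e-14). It was 2.05-fold higher at 24 h (log2 fold change 1.04, standard error 0.075, edgeR adjusted p = 2.71e-11), 1.76-fold at 48 h (log2 fold change 0.82, standard error 0.075, edgeR adjusted p = 3.63e-09) and 2.56-fold at 72 h (log2 fold change 1.35, standard error 0.075, edgeR adjusted p = 1.37e-13). At each time point, all 4 EGF libraries were above all 4 control libraries.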

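AGPAT2 (ENSG00000169692, chromosome 9 from 136673143 to 136687423, 5 exons) was at 12.3 ± 2.08 CPM (SD, n = 4) in the control and 21.5 ± 2.11 CPM at 12 h, 1.75-fold higher (log2 fold change 0.81, standard error 0.11, edgeR adjusted p = 4.09e-07). At the later time points, it did not pass the threshold, with a log2 fold change of -0.014 at 24 h, -0.027 at 48 h and -0.24 at 72 h (edgeR adjusted p = 0.923, 0.862 and 0.0630). The sign at 24 and 48 h changed when single libraries were left out. The fall at 72 h passed the threshold without control replicate 3 (-0.33) or control replicate 4 (-0.28) and when scaled by library size only (-0.32). AGPAT5 (ENSG00000155189, chromosome 8 from 6708357 to 6759666, 11 exons) was at 26.8 ± 4.07 CPM in the control and 55.8 ± 2.60 CPM at 12 h, 2.08-fold higher (log2 fold change 1.06, standard error 0.11, edgeR adjusted p = 1.45e-08). It was 1.58-fold higher at 24 h (log2 fold change 0.66, standard error 0.11, edgeR adjusted p = 2.68e-05) and 2.01-fold at 72 h (log2 fold change 1.01, standard error 0.11, edgeR adjusted p = 4.97e-08). At 48 h its 1.16-fold rise did not pass (edgeR adjusted p = 0.130) with all libraries, and passed without EGF 48 h replicate 2 (0.31) or control replicate 3 (0.31).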

We also found upregulation of 1-acylglycerol-3-phosphate O-acyltransferases 2 and 5 (*AGPAT2* and *5*). The AGPATs are responsible for synthesizing PA from lysophosphatidic acid (LPA).^48^^,^^49^ There was upregulation of phospholipase D1 and 2 (*PLD1* and *2*), which convert PC into PA. 

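PLD1 (ENSG00000075651, chromosome 3 from 171600405 to 171810950, 39 exons) rose from 12.6 ± 1.38 CPM (SD, n = 4) in the control to 21.6 ± 2.05 CPM at 12 h (log2 fold change 0.78, standard error 0.097, edgeR adjusted p = 1.58e-07) and 36.9 ± 4.10 CPM at 24 h (log2 fold change 1.55, standard error 0.096, edgeR adjusted p = 1.43e-12). It was at 31.9 ± 2.79 CPM at 48 h (log2 fold change 1.34, standard error 0.095, edgeR adjusted p = 4.15e-11) and 39.6 ± 1.71 CPM at 72 h (log2 fold change 1.65, standard error 0.096, edgeR adjusted p = 3.29e-13). PLD2 (ENSG00000129219, chromosome 17 from 4807096 to 4823434, 22 exons) was at 10.9 ± 2.65 CPM in the control and 16.3 ± 1.07 CPM at 12 h, 1.49-fold higher (log2 fold change 0.58, standard error 0.13, edgeR adjusted p = 3.76e-04). It was 1.44-fold higher at 24 h (log2 fold change 0.53, standard error 0.13, edgeR adjusted p = 0.00131), a call that is lost with the factors per gene. At 48 and 72 h no change in PLD2 was detectable (edgeR adjusted p = 0.782 and 0.995). Its sign at 48 h changed with the factors per gene (-0.23) and without EGF 48 h replicate 2, control replicate 3 or control replicate 4. At 72 h it changed with the factors per gene (-0.30), scaling by library size only (-0.077) or by upper quartiles (-0.025), no filter, and without EGF 72 h replicate 1, EGF 72 h replicate 4, control replicate 3 or control replicate 4.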

PA can be converted to diacylglycerol (DAG) via the activities of Lipin 1-3 (*LPIN1-3*).^50^ *LPIN2* and *3* were upregulated, though did not significantly breach 1.5-fold change until the 72 h measurement. 

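LPIN2 (ENSG00000101577, chromosome 18 from 2916994 to 3013315, 24 exons) was at 31.2 ± 2.13 CPM (SD, n = 4) in the control. It was at 23.2 ± 2.50 CPM at 12 h (log2 fold change -0.43, standard error 0.077, edgeR adjusted p = 2.93e-05), with all 4 libraries below all 4 controls, and this call is lost with the factors per gene (-0.27). It was 1.30-fold higher at 24 h (log2 fold change 0.37, standard error 0.076, edgeR adjusted p = 1.72e-04) and 1.39-fold higher at 72 h (log2 fold change 0.48, standard error 0.075, edgeR adjusted p = 7.62e-06). The 1.15-fold rise at 48 h (edgeR adjusted p = 0.0336, 3 of 4 libraries above all controls) was lost without EGF 48 h replicate 1 (0.17), EGF 48 h replicate 4 (0.17), control replicate 3 (0.16) or control replicate 4 (0.19). LPIN3 (ENSG00000132793, chromosome 20 from 41340920 to 41360582, 19 exons) had low counts, 25 to 57 per control library. It rose from 1.62 ± 0.532 CPM in the control to 2.9 ± 0.707 CPM at 48 h, 1.78-fold (log2 fold change 0.83, standard error 0.23, edgeR adjusted p = 0.00409), and 2.98 ± 0.511 CPM at 72 h, 1.84-fold (log2 fold change 0.88, standard error 0.23, edgeR adjusted p = 0.00175). The call at 48 h is lost with the factors per gene (0.66). Exons of EMILIN3 on the opposite strand cover 13.5% of the exon bases of LPIN3. LPIN1 (ENSG00000134324, chromosome 2 from 11677595 to 11827409, 33 exons) was at 103 ± 6.56 CPM in the control and lower at 12 h (90.9 ± 4.16 CPM, log2 fold change -0.17, standard error 0.060, edgeR adjusted p = 0.0126), 24 h (76.7 ± 4.13 CPM, log2 fold change -0.42, standard error 0.060, edgeR adjusted p = 2.36e-06) and 72 h (85.1 ± 2.39 CPM, log2 fold change -0.27, standard error 0.060, edgeR adjusted p = 4.34e-04). With the factors per gene, the fall at 12 h reversed its sign (0.025) and that at 72 h lost its call (-0.25). The fall at 12 h also did not pass without EGF 12 h replicate 1 (-0.15) or control replicate 3 (-0.13), with no filter (-0.14) or with only the 8 libraries compared (-0.17). At 48 h LPIN1 was at 112 ± 3.14 CPM and did not pass the threshold (log2 fold change 0.13, edgeR adjusted p = 0.0775), though it passed with upper quartiles (0.15), at least 10 counts in every library (0.17) and without control replicate 3 (0.18). Its log2 difference between 48 and 24 h was 0.55 (standard error 0.060, edgeR adjusted p = 9.30e-08).

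**Figure D1:**
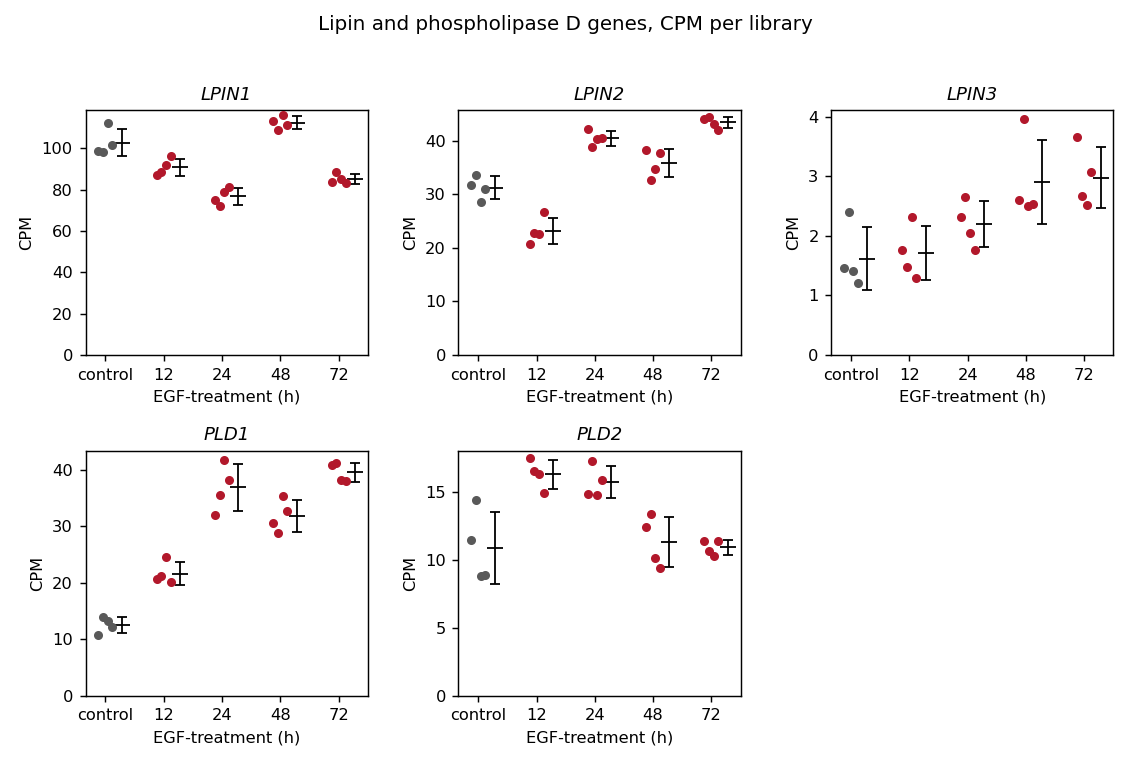
Expression of LPIN1, LPIN2, LPIN3, PLD1 and PLD2 in CPM (vertical axis, linear from 0) in the untreated control and after 12, 24, 48 and 72 h of EGF. Grey points are control libraries and red points EGF libraries (n = 4 per group), and black bars give the mean ± SD; the 4 PLD1 libraries at 72 h lie between 38.1 and 41.2 CPM, above the highest control at 14.0 CPM.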

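Of 10 DAGK genes, 6 passed the filter on low counts: DGKA, DGKD, DGKE, DGKH, DGKQ and DGKZ. All 6 were above 1.5-fold with an adjusted p under the threshold at 12 h, and all but DGKZ at 24 h. At 48 h, DGKA and DGKD were above 1.5-fold, and at 72 h DGKA, DGKD, DGKH and DGKQ. In the authors' deposited table, 3 DAGK genes (DGKA, DGKD and DGKH) are above 1.5-fold at 72 h. DGKE was also higher at 72 h, by 1.42-fold (edgeR adjusted p = 2.27e-04), so that 6, 5, 2 and 5 genes passed the threshold for adjusted p at the 4 time points. The same numbers passed when adjusted over the list alone. The DESeq2 Wald test and the fit with no filter moved the numbers most, to 3 genes above 1.5-fold at 48 h and 5 at 72 h. At 12 h, 5 genes were above 1.5-fold with library size only, with upper quartiles and with at least 10 counts in every library. The number at 12 h was also 5 without EGF 12 h replicate 2 or without control replicate 3. DGKA (ENSG00000065357, chromosome 12 from 55927319 to 55954027, 18 exons) rose from 4.78 ± 0.827 CPM (SD, n = 4) in the control to 10.2 ± 0.782 CPM at 12 h (log2 fold change 1.10, standard error 0.10, edgeR adjusted p = 1.13e-09) and 18.4 ± 0.488 CPM at 72 h (log2 fold change 1.95, standard error 0.099, edgeR adjusted p = 3.02e-14). DGKD (ENSG00000077044, chromosome 2 from 233354507 to 233472104, 37 exons) rose from 10.6 ± 1.81 CPM to 28.8 ± 0.969 CPM at 12 h (log2 fold change 1.43, standard error 0.12, edgeR adjusted p = 1.10e-10) and 30.8 ± 4.18 CPM at 72 h (log2 fold change 1.54, standard error 0.12, edgeR adjusted p = 4.49e-11). DGKH (ENSG00000102780, chromosome 13 from 42040036 to 42256578, 40 exons) was at 36.4 ± 8.32 CPM in the control and 91.3 ± 20.3 CPM at 24 h, its highest point (log2 fold change 1.32, standard error 0.15, edgeR adjusted p = 1.06e-07). DGKQ (ENSG00000145214, chromosome 4 from 958887 to 986895, 25 exons) was at 2.81 ± 0.343 CPM in the control and 4.33 ± 0.503 CPM at 72 h (log2 fold change 0.63, standard error 0.15, edgeR adjusted p = 9.76e-04). DGKE (ENSG00000153933, chromosome 17 from 56834099 to 56869567, 13 exons) and DGKZ (ENSG00000149091, chromosome 11 from 46332905 to 46380554, 25 exons) were highest at 12 h, with log2 fold changes of 1.31 and 0.60 (standard errors 0.10 and 0.10).

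**Figure D2:**
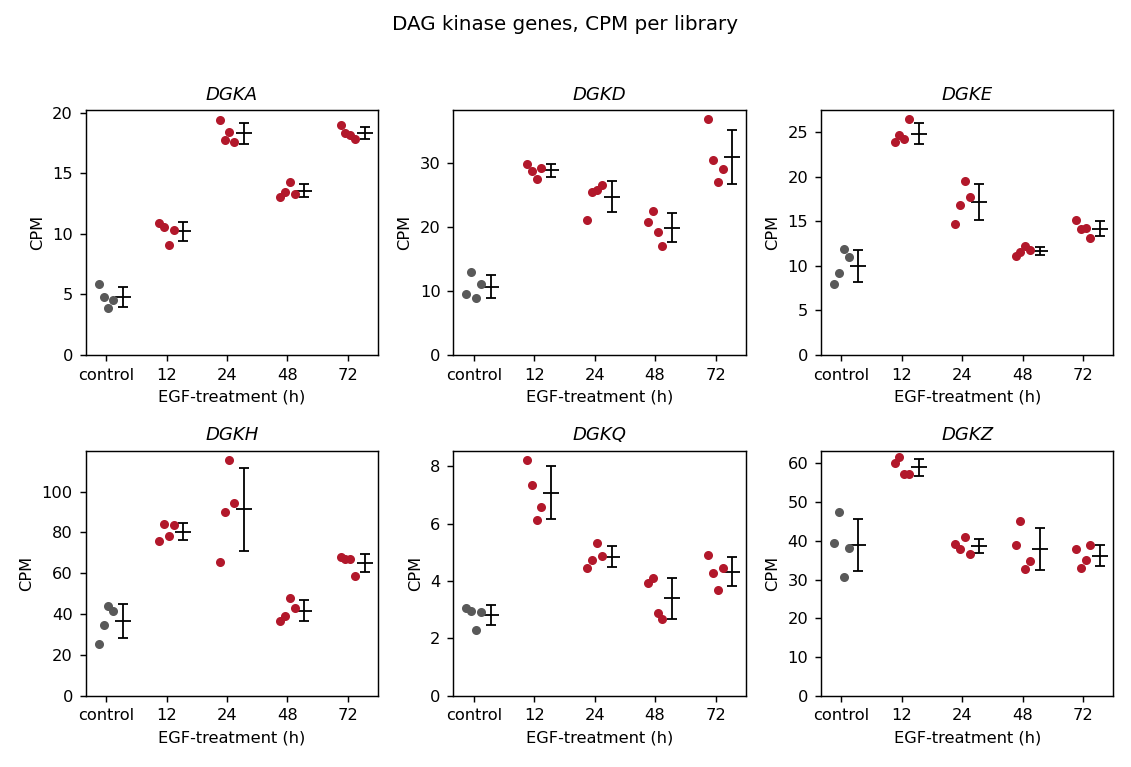
Expression of the 6 DAGK genes in CPM (vertical axis, linear from 0) in the untreated control and after 12, 24, 48 and 72 h of EGF. Grey points are control libraries and red points EGF libraries (n = 4 per group), and black bars give the mean ± SD; DGKA stays between 13.1 and 14.3 CPM at 48 h, above its highest control at 5.88 CPM, while DGKZ at 24 h lies within the range of its controls.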

Meanwhile, EGF stimulation lead to a quick upregulation of 6 DAG kinase (DAGK) genes at 12 h, which remained above 1.5-fold change at 24 h for five genes and at 72 h for three genes. DAGK converts DAG back into PA.^51^

DAG is involved in PE, PS, and PC synthesis. Downstream of DAG, there was a 0.66-fold downregulation of choline/ethanolamine phosphotransferase 1 (*CEPT1*) (Figure 6). 

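CEPT1 (ENSG00000134255, chromosome 1 from 111139627 to 111185102, 13 exons) was at 85.4 ± 8.86 CPM (SD, n = 4) in the control and 55.1 ± 3.69 CPM at 12 h, 0.645-fold (log2 fold change -0.63, standard error 0.078, edgeR adjusted p = 1.45e-07). The fold change was 0.733 at 24 h, 0.812 at 48 h and 0.676 at 72 h (edgeR adjusted p = 2.93e-05, 0.00278 and 1.16e-06), so that only the 12 h value was below 0.667. Without control replicate 3, the 12 h value was 0.677 and no longer below that limit. At all 4 time points, every EGF library was below every control library. Exons of other genes on the opposite strand cover 12.5% of the exon bases of CEPT1.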

*CEPT1* combines DAG with CDP-ethanolamine or CDP-choline to make PE or PC, respectively.^52^ PS may be synthesized from either PC or PE. 

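PISD (ENSG00000241878, chromosome 22 from 31618491 to 31662432, 15 exons) was at 9.75 ± 1.83 CPM (SD, n = 4) in the untreated control. After 12 h of EGF it was at 17.2 ± 0.856 CPM, 1.76-fold higher (log2 fold change 0.82, standard error 0.12, edgeR adjusted p = 1.68e-06), with all 4 libraries above all 4 controls. It was 1.34-fold higher at 72 h (log2 fold change 0.43, standard error 0.12, edgeR adjusted p = 0.00373, 3 of 4 libraries above all controls). At 24 h (1.16-fold) and 48 h (1.13-fold) it did not pass the threshold (edgeR adjusted p = 0.136 and 0.227), though it passed without control replicate 2 (0.33) at 24 h and without control replicate 2 (0.29) at 48 h.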

PS may also be converted back to PE by phosphatidylserine decarboxylase (*PISD*), which had a 1.82-fold upregulation at 12 h.^53^ PE and PS can be de-acylated to LPE and LPS, respectively, by PLA2, which was primarily upregulated.^46^ There was also both up- and downregulation of genes responsible for the inverse reaction.^54^^,^^55^^,^^56^^,^^57^^,^^58^^,^^59^

CDP-DAG is used for PI and PG-synthesis. Downstream of CDP-DAG, there was a 1.54-fold upregulation of phosphatidylglycerophosphate synthase 1 (*PGS1*)*,* which is considered rate-limiting in PG-synthesis (Figure 6).^60^^,^^61^ PG and PI can both be de-acylated by PLA2.^46^ 

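PGS1 (ENSG00000087157, chromosome 17 from 78378640 to 78425114, 13 exons) rose from 16.9 ± 0.986 CPM (SD, n = 4) in the control to 25.2 ± 0.501 CPM at 12 h, 1.49-fold (log2 fold change 0.57, standard error 0.075, edgeR adjusted p = 4.10e-07). Its rise was 1.22-fold at 24 h (edgeR adjusted p = 0.00267) and 1.18-fold at 72 h (edgeR adjusted p = 0.00991, 3 of 4 libraries above all controls), both lost with scaling by library size only. No change was detectable at 48 h (0.980-fold, edgeR adjusted p = 0.783).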

There was an initial 1.97-fold increase in lysophosphatidylcholine acyltransferase 1 (*LPCAT1*) at 12 h, as well as a 0.64-fold downregulation at 48 h*.* Meanwhile *LPCAT4* had an initial 6.6-fold upregulation at 12 h and was persistently upregulated for all time points. 

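LPCAT1 (ENSG00000153395, chromosome 5 from 1456480 to 1523977, 19 exons) was at 29.3 ± 1.86 CPM (SD, n = 4) in the control and 53.9 ± 1.67 CPM at 12 h, 1.84-fold higher (log2 fold change 0.88, standard error 0.073, edgeR adjusted p = 1.79e-10). At 48 h it was at 18.4 ± 0.595 CPM, 0.629-fold (log2 fold change -0.67, standard error 0.075, edgeR adjusted p = 1.17e-07), with all 4 libraries below all 4 controls. No change was detectable at 24 h (edgeR adjusted p = 0.412). The 1.16-fold rise at 72 h (edgeR adjusted p = 0.0129, 3 of 4 libraries above all controls) did not pass without EGF 72 h replicate 2 (0.18) or with scaling by library size only. LPCAT4 (ENSG00000176454, chromosome 15 from 34358618 to 34367278, 10 exons) rose from 4.28 ± 0.982 CPM to 27.6 ± 2.15 CPM at 12 h, 6.46-fold (log2 fold change 2.69, standard error 0.15, edgeR adjusted p = 2.09e-13). It was 4.09-fold higher at 24 h (log2 fold change 2.03, standard error 0.16, edgeR adjusted p = 6.92e-11), 2.42-fold at 48 h (log2 fold change 1.28, standard error 0.16, edgeR adjusted p = 4.62e-07) and 4.15-fold at 72 h (log2 fold change 2.05, standard error 0.15, edgeR adjusted p = 4.56e-11).

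**Figure D3:**
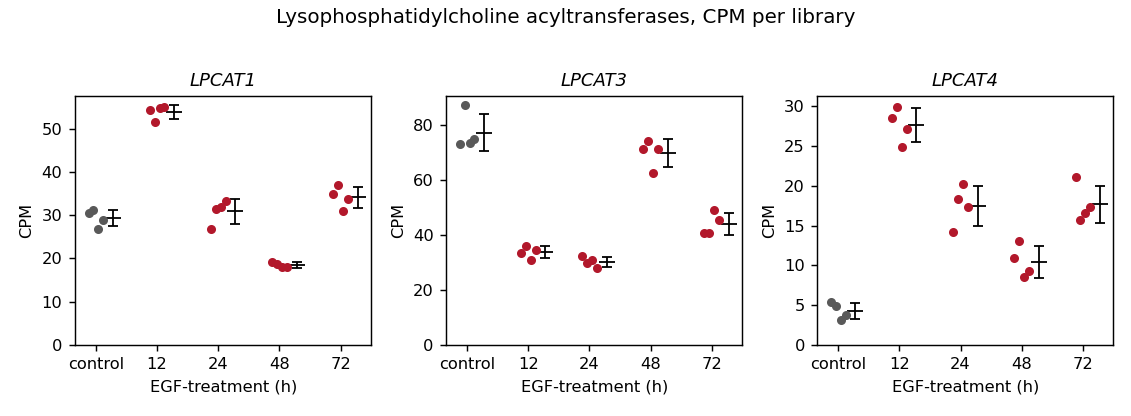
Expression of LPCAT1, LPCAT3 and LPCAT4 in CPM (vertical axis, linear from 0) in the untreated control and after 12, 24, 48 and 72 h of EGF. Grey points are control libraries and red points EGF libraries (n = 4 per group), and black bars give the mean ± SD; the 4 LPCAT1 libraries lie between 51.4 and 55.0 CPM at 12 h, above the highest control at 31.1 CPM, and between 17.9 and 19.2 CPM at 48 h, below the lowest at 26.9 CPM.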

*LPCAT4* and *LPCAT1* encode proteins that convert lysophosphatidylglycerol (LPG) into PG.^55^^,^^62^^,^^63^^,^^64^

In addition to headgroups, glycerophospholipids can be categorized according to the saturation of their fatty acid tail. Nine PI species with two or fewer double bonds were identified, and all of these were significantly reduced in the EGF-treatment compared to CTR (Figures 3 and 6C). Out of the identified PI species with more than two double bonds, only one was significantly downregulated by the EGF treatment (Figure 6C). A similar trend was observed among the PE species, with three out of four low-saturation and one out of two high-saturation lipids affected by EGF. The fatty acid saturation can be adjusted by PLA2 and LPLATs interconversion between glycerophospholipids and lysophospholipids.^24^ For LPLATs to reduce glycerophospholipid saturation, they need unsaturated fatty acids, so we checked the expression of fatty acid desaturases. Stearoyl-CoA desaturase (*SCD*), which converts saturated (x:0) fatty acids to mono-unsaturated (x:1) fatty acids were downregulated.^65^ 

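SCD (ENSG00000099194, chromosome 10 from 100347124 to 100364834, 6 exons) was at 3131 ± 347 CPM (SD, n = 4) in the untreated control. It fell to 1564 ± 34.2 CPM at 12 h, 0.500-fold (log2 fold change -1.00, standard error 0.071, edgeR adjusted p = 1.04e-11), and was at 1816 ± 149 CPM at 24 h, 0.580-fold (log2 fold change -0.79, standard error 0.071, edgeR adjusted p = 1.23e-09). At 48 h it was at 4797 ± 220.5 CPM, 1.53-fold (log2 fold change 0.62, standard error 0.070, edgeR adjusted p = 1.44e-07), with all 4 EGF libraries above all 4 controls. At 72 h it was at 2695 ± 160.4 CPM, 0.861-fold (log2 fold change -0.22, standard error 0.070, edgeR adjusted p = 0.00999, 3 of 4 libraries below all controls), a call that does not pass without control replicate 2 (log2 fold change -0.15).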

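FADS1 (ENSG00000149485, chromosome 11 from 61799625 to 61829318, 17 exons) lies within the span of FADS2 (ENSG00000134824, chromosome 11 from 61792980 to 61867354, 18 exons), on the opposite strand. Exons of FADS1 cover part of those of FADS2. FADS1 was at 4.97 ± 0.206 CPM (SD, n = 4) in the control. At 12 h its log2 fold change of -0.20 did not pass the threshold (edgeR adjusted p = 0.0985), though it passed with scaling by library size only or by upper quartiles. It was 1.76-fold higher at 24 h (log2 fold change 0.82, standard error 0.10, edgeR adjusted p = 2.87e-07), 1.88-fold at 48 h (log2 fold change 0.91, standard error 0.10, edgeR adjusted p = 9.62e-08) and 2.08-fold at 72 h (log2 fold change 1.06, standard error 0.10, edgeR adjusted p = 3.35e-09). FADS2 was at 11.6 ± 1.73 CPM in the control and 9.38 ± 0.439 CPM at 12 h (log2 fold change -0.31, standard error 0.10, edgeR adjusted p = 0.0102, 3 of 4 libraries below all controls), a fall that does not pass with the factors per gene or without control replicate 4 (-0.24). It was 1.55-fold higher at 24 h (log2 fold change 0.63, standard error 0.099, edgeR adjusted p = 7.40e-06), 1.91-fold at 48 h (log2 fold change 0.93, standard error 0.097, edgeR adjusted p = 3.28e-08) and 2.44-fold at 72 h (log2 fold change 1.29, standard error 0.097, edgeR adjusted p = 4.61e-11).

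**Figure D4:**
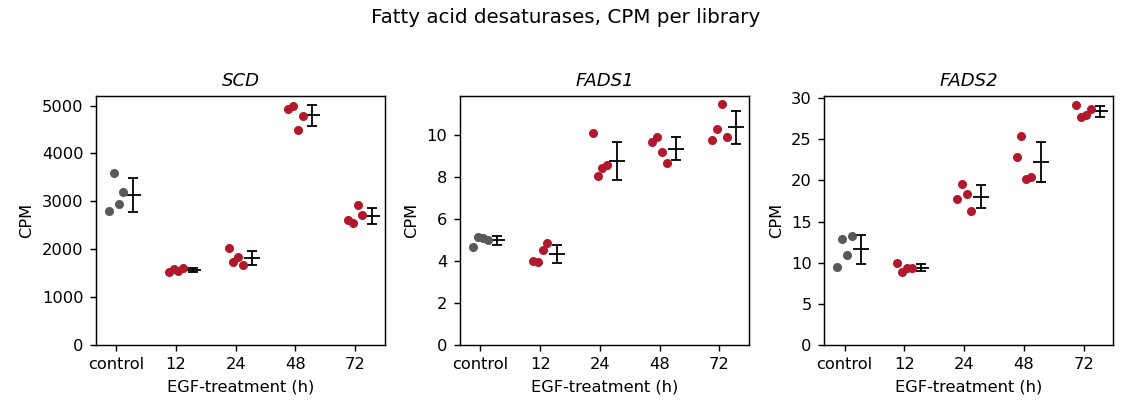
Expression of SCD, FADS1 and FADS2 in CPM (vertical axis, linear from 0) in the untreated control and after 12, 24, 48 and 72 h of EGF. Grey points are control libraries and red points EGF libraries (n = 4 per group), and black bars give the mean ± SD; SCD lies between 1531 and 1602 CPM at 12 h and between 4493 and 4983 CPM at 48 h, below and above its controls, and FADS2 between 27.7 and 29.2 CPM at 72 h.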

Meanwhile, fatty acid desaturase 1 and 2 (*FADS1* and *FADS2*), which are involved in making poly-unsaturated fatty acids were both upregulated by EGF (Figure 6D).^66^^,^^67^ This indicates a shift away from glycerophospholipids with low saturation.

To assess whether the observed lipid regulation can be found in other EMT contexts, we used single-cell gene expression data generated by Cook and Vanderhyden.^68^ The expression of glycerophospholipid biosynthesis genes as well as fatty acid desaturases were analyzed in four different cell lines exposed to three different EMT-inducers (Section S5). Direct comparisons of regulation after 1 and 3 days, respectively, of EMT-induction showed little regulation for the specific time points, with the most notable being membrane bound glycerophospholipid O-acyltransferase 2 (*MBOAT2*) which was significantly upregulated in four conditions (Figure S4). A pseudotime analysis was performed to get an overview of trends using the full dataset (Figure S5). Consistent with our results, *AGPAT2* was upregulated in seven and downregulated in two of the EMT-inductions. Similar results were found for the *MBOAT*s, with a majority of inductions having upregulation of either *MBOAT2* or *MBOAT7*. Inconsistent with our results, *PLA2G12A* was downregulated in four and upregulated in one EMT-induction, while *FADS1* had divergent response as it was downregulated in four and upregulated in three inductions.

Gene expression data indicate specific regulation of glycerophospholipid biosynthesis and saturation. 

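Of the 58 tested genes of the glycerophospholipid list, 84.5% had an adjusted p under the threshold in edgeR at 12 h, against 69.4% of all genes tested. At 24 h the shares were 62.1% and 58.8%, at 48 h 41.4% and 45.8%, and at 72 h 67.2% and 61.6%. Counting only genes beyond 1.5-fold or 0.667-fold, the share of the list was 48.3% at 12 h against 46.6% of all genes, 32.8% against 33.7% at 24 h, 22.4% against 22.0% at 48 h and 34.5% against 35.8% at 72 h. The paper proposes a specific regulation of glycerophospholipid biosynthesis and saturation by EGF and a shift away from glycerophospholipids of low saturation.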

Follow-up analysis of gene expression in multiple EMT-contexts shows regulatory changes both consistent and inconsistent with our results.

## Discussion

In this study, we investigated how EMT affects lipid metabolism and explored lipid-level heterogeneity in MDA-MB-468 breast cancer cells. EMT heterogeneity is well documented at the gene expression level; however, there has been little focus on the lipid level. EMT was found to cause an overall reduction in 2 PA, 2 PS, 4 PE, and 11 PI-species, as well as increase in two PG species and LPI(18:0) (Figure 3). This was accompanied by regulation of genes involved in glycerophospholipid biosynthesis (Figures 6A and 6B). EMT caused cells to disperse, and dispersed cells were more EMT-like than cohesive cells (Figures 2D and 4). Heterogeneity of lipid-regulation goes beyond the cohesive vs. dispersed divide, however, as single cell analysis revealed multiple clusters with differing lipid levels (Figure 5).

MALDI-MSI measurements indicated significant changes in glycerophospholipid metabolism following EGF-induced EMT. Gene expression analysis confirmed altered regulation of several metabolic reactions involving these phospholipids. PA is a signaling lipid which also acts as a precursor for downstream glycerophospholipid biosynthesis. PA activates pro-metastatic signaling cascades, yet its levels were reduced despite upregulation of PA-synthesizing *PLD1/2* and DAGK (Figures 6A and 6B).^19^ PA is converted to DAG by upregulated *LPIN2/3*, which may have counteracted some of the DAGK activity. DAGK is activated by the phosphoinositide pathway, which promotes cancer progression, and *DGKA* has been found to promote metastasis, migration, and invasion.^16^^,^^69^^,^^70^^,^^71^^,^^72^^,^^73^^,^^74^

Downstream of DAG, *CEPT1* combines DAG with CDP-ethanolamine to make mono- and di-unsaturated PE in the final step of the CDP-ethanolamine pathway.^75^ *CEPT1* was downregulated, which is consistent with the observed reduction in PE-levels (Figure 6A). PE(16:1/18:0 and 16:0/18:1) and PE(18:0/18:2 and 18:1/18:1) has been found to be significantly lower in metastatic MDA-MB-231 breast cancer cells than non-metastatic T-47D breast cancer cells.^20^ Additionally, the CDP-ethanolamine pathway has been found to inhibit mesenchymal genes in mouse embryonic fibroblasts.^76^

PS-levels were reduced, and PS signaling is involved in removing apoptotic bodies. This activity is, however, regulated by PS relocating to the outer plasma membrane, rather than by adjusting overall cellular levels. The observed reduction was unexpected as other studies have found either no difference or higher PS-levels in metastatic cell lines.^20^ For instance, Kim et al. found the levels of multiple PS-species to be higher in metastatic MDA-MB-231 than non-metastatic MCF-7, including PS(34:1) and PS(36:2).^21^ Our observed upregulation of *PISD* suggests that the reduction in PS-levels are at least partially due to it being converted to PE.

In addition to acting as a precursor to PE and PS via DAG, PA can be converted to PG and PI via CDP-DAG. We observed an upregulation of *PGS1*, which is considered rate-limiting in PG-synthesis, together with increasing levels of PG-species (Figures 6A and 6B). This could indicate that PA decreases due to increased conversion into PG; however, a large fraction of EGF-treated cells had PG-levels remain stable while PA decreased (Figure 5A). PA thus appears to decrease independent of the increase in PG. PG primarily acts as a precursor to cardiolipin, an important constituent of mitochondrial membranes. Mitochondria are known to alter their activity to promote metastasis, and cardiolipin is essential to maintain mitochondrial function.^77^^,^^78^ We did not find significant changes in *CRLS1*, which synthesizes cardiolipin from PG. 

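CRLS1 (ENSG00000088766, chromosome 20 from 6006090 to 6040053, 11 exons) was at 40.5 ± 5.82 CPM (SD, n = 4) in the control. It was at 41.6 ± 3.14 CPM at 12 h, 41.3 ± 2.96 at 24 h, 34.9 ± 4.16 at 48 h and 40.7 ± 2.16 at 72 h. The largest difference was at 48 h (log2 fold change -0.21, standard error 0.096, edgeR adjusted p = 0.0763), and it passed the threshold without control replicate 2 (-0.30) or without EGF 48 h replicate 3 (-0.27). At 12, 24 and 72 h, no difference was detectable (edgeR adjusted p = 0.733, 0.790 and 0.937).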

Further studies are needed to determine the effect of this PG-increase on cardiolipin and, further, on mitochondrial function. In addition to its role in cardiolipin synthesis, PG is an activator of protein kinase C, which in turn can promote EMT.^79^^,^^80^

Also, downstream of CDP-DAG were decreasing PI-levels accompanied by increasing LPI. LPI has been found to have a pro-metastatic function in breast cancer cells, where it activates GPR55 to promote migration and elongation.^81^ LPI is made by the action of PLA2 family members. PLA2 hydrolyzes glycerophospholipids at the sn2 position to make a lysophospholipid and a fatty acid. They have long been considered important in cancer and as potential therapeutic targets.^82^ PLA2 family members have different specificities not fully delineated.^46^ We found different PLA2-genes to be up- and/or downregulated at different time points, indicating a fine-tuning of their action which resulted in higher levels of LPI.

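Differences between time points were tested directly for the PLA2 genes that changed in both directions. PLA2G6 (ENSG00000184381, chromosome 22 from 38111495 to 38205690, 29 exons) was at 1.45 ± 0.35 CPM (SD, n = 4) in the control, 0.547 ± 0.162 CPM at 12 h and 2.64 ± 0.936 CPM at 48 h, where 3 of 4 libraries were above all controls. Its log2 difference between 48 and 12 h was 2.25 (standard error 0.27, edgeR adjusted p = 1.12e-07). Exons on the opposite strand cover 22.5% of its exon bases. PLA2G15 (ENSG00000103066, chromosome 16 from 68245304 to 68261062, 6 exons) was at 7.02 ± 1.18 CPM in the control, 10.8 ± 1.00 CPM at 12 h and 5.17 ± 0.795 CPM at 24 h, a log2 difference of -1.06 (standard error 0.13, edgeR adjusted p = 4.37e-07). Its fall against the control at 24 h does not pass with the factors per gene (-0.38). PLA2G2A (ENSG00000188257, chromosome 1 from 19975431 to 19980416, 4 exons) was at 0.915 ± 0.275 CPM in the control, 0.467 ± 0.161 CPM at 24 h and 1.71 ± 0.639 CPM at 72 h (3 of 4 libraries above all controls), a log2 difference of 1.87 (standard error 0.34, edgeR adjusted p = 1.14e-04). With 5 to 44 counts per EGF library at these time points, both of its changes against the control rest on single libraries, since the fall at 24 h did not pass without EGF 24 h replicate 4 (-0.75) or control replicate 2 (-0.75) and the rise at 72 h not without EGF 72 h replicate 4 (0.65).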

Since LPI(18:0) was the only detected lysophospholipid we cannot determine to what extent altered PLA2-activity affects the hydrolyzation for the other headgroups. However, we note the 2.34-fold upregulation of PA-specific *LIPH*, which de-acylates PA into LPA. 

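Tested directly between time points, the log2 difference of LIPH between 48 and 12 h was -0.61 (standard error 0.072, edgeR adjusted p = 8.22e-08) and between 72 and 48 h it was 0.53 (standard error 0.072, edgeR adjusted p = 3.31e-06). Between 72 and 12 h, no difference was detectable (-0.072, edgeR adjusted p = 0.382).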

LPA is a pro-tumorigenic lysophospholipid that has been found to promote migration and identified as an EMT-inducer.^83^^,^^84^^,^^85^ Increased shuffling of PA toward LPA would further explain decreasing PA-levels despite increased DAGK and *PLD1/2*. Upregulation of two *AGPAT*-species adds further ambiguity regarding the balance between PA and LPA however. Decreasing PA-levels were accompanied by decreasing levels of PE and PS. In addition to the mentioned regulation of genes involved in their biosynthesis, both lipids may be affected by PLA2-activity. There was, however, diverging regulation of genes responsible for converting PE and PS to LPE and LPS (Figures 6A and 6B). There may have been an adjustment of lipid saturation, however, as this is regulated during conversion between glycerophospholipids and lysophospholipids.^24^

An interesting finding was that the majority of changes in lipid composition following EGF-stimulation could also be found in dispersed CTR cells. This is consistent with the assumption that phenotypical and biochemical changes are strongly associated. EMT is associated with changes in cellular traits such as cell-cell adhesivity and motility, affecting the overall state of the cell population. These traits are affected by EMT transcription factors which are also known to regulate metabolism.^86^ Using the inherent spatial resolution of MALDI-MSI allows metabolic profiling of selected sub-populations of cells, thereby providing a more detailed insight into the associations between microscopic phenotype and cellular biochemistry. The method is limited by its sensitivity, as we were unable to detect low-abundance lipids. Higher lateral resolution would have allowed confident separation and single-cell analysis of individual cohesive cells in addition to the dispersed ones. Our results corroborate the involvement of phospholipid metabolism in the metastatic process in cancer, but further research is required for functional understanding of these processes and whether specific manipulation of phospholipid metabolism can inhibit EMT in cancer cells.

The levels of multiple glycerophospholipids are reduced and LPI(18:0) as well as two PG-species increase during EGF-induced EMT in MDA-MB-468 breast cancer cells. There is overlap between changes in lipid-levels during EMT and changes observed in untreated cells that disperse. Single-cell analysis show heterogeneous EMT-response at the lipid-level. Gene expression analysis show extensive regulation of genes involved in glycerophospholipid biosynthesis. This demonstrates that EMT causes altered gene expression resulting in altered phenotype at the lipid-level.

### Limitations of the study

A limitation of this study is that more highly saturated lipids were measured than highly unsaturated species. For instance, none of the measured PA-, PS-, and PG-species had more than two double bonds in their two hydrocarbon chains. Unsaturated lipids promote membrane fluidity and in turn cell migration, making lipid saturation an important property of EMT.^22^^,^^23^ If we look at the PI-species, nine out of nine low-saturated lipids (PI(x:0–2)) were reduced in the EGF-treatment, compared to one out of five highly unsaturated lipids (PI(x:3+)) (Figure 6C). Studies capturing a larger span of fatty acid chains could help determine whether our observed decrease in PI-, PE-, PA-, and PS-species represent changes in membrane head group composition or simply a shift in saturation levels.

Besides the aforementioned limited number of detected lipids, it must be acknowledged that the study is limited to lipidomic data from a single EMT-inducer in a single-cell line. Future studies should consider lipid-level changes during EMT and cancer progression in multiple model systems and, ideally, patient samples. Another limitation is that the MALDI-MSI method does not identify apoptotic and mitotic cells. Integrating information regarding cell state would aid interpretation of the observed lipid-level changes.

## Resource availability

### Lead contact

Requests for further information and resources should be directed to and will be fulfilled by the lead contact, Ellen Marie Botne Quinsgaard ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

#### Data

• Raw metabolite data have been made available at the MetaboLights database (https://www.ebi.ac.uk/metabolights/MTBLS12650/) with the study identifier MTBLS12650.
• Raw and processed bulk RNAseq data are available from the NCBI Gene Expression Omnibus under accession code GSE325402.
• Raw single-cell RNAseq data of EMT-induction in cell lines published by Cook and Vanderhyden^68^ are available from the NCBI Gene Expression Omnibus under accession code GSE147405.
• Processed metabolite data are available from Mendeley data at https://doi.org/10.17632/4t5g63m65h.1.
• Data reported in this paper will be shared by the lead contact upon request.

#### Code

This paper does not report original code.

#### Other items

• An analysis report on the bulk RNAseq data is available from Mendeley data at https://doi.org/10.17632/4t5g63m65h.1.
• Any additional information required to reanalyze the data reported in this paper are available from the lead contact upon request.

## Acknowledgments

RNA sequencing and purity assessment, as well as bioinformatics analysis with transcriptomic mapping, count matrix generation, gene normalization, and differential analysis was performed by the Genomics Core Facility, Norwegian University of Science and Technology (NTNU). The MALDI MSI analysis and sample preparation was performed at the MR Core Facility, Norwegian University of Science and Technology (NTNU). MALDI FT-ICR MS analysis for lipid identification was performed at SINTEF Industry. The Genomics and MR core facilities are funded by the Faculty of Medicine and Health Sciences at 10.13039/100009123NTNU and Central Norway Regional Health Authority. This project was supported by grants from the Liaison Committee for Education, Research and Innovation in Central Norway (project ID 90434400) and the Norwegian cancer society (project ID 198069). This study was also supported by Kreftfondet, 10.13039/501100011769St. Olavs hospital (grant no. 36-22).

## Author contributions

E.M.B.Q., conceptualization, data curation, formal analysis, investigation, methodology, validation, visualization, writing – original draft, and writing – review and editing; M.G., conceptualization, data curation, formal analysis, investigation, methodology, visualization, and writing – review and editing. V.W.A., formal analysis, investigation, and methodology; S.K., formal analysis, methodology, and writing – review and editing; A.N., investigation and writing – review and editing; J.I., formal analysis; J.V.S., formal analysis and writing – review and editing; S.A.M., conceptualization, funding acquisition, project administration, and writing – review and editing.

## Declaration of interests

The authors declare no competing interests.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Chemicals, peptides, and recombinant proteins**		

Epidermal Growth Factor (EGF)	Peprotech	Cat#: AF-100-15
Buffered formaldehyde	VWR Chemicals	Cat# 9713.1000
Ammonium acetate	ThermoFisher Scientific	Cat# R1181
*N*-(1-Naphthyl)ethylenediamine dihydrochloride (NEDC)	Sigma-Aldrich	N9125-100G

**Deposited data**		

Raw MALDI data	This paper; MetaboLights	https://www.ebi.ac.uk/metabolights/MTBLS12650/
Processed MALDI data	This paper; Mendeley Data	https://doi.org/10.17632/4t5g63m65h.1
Raw and Processed Bulk RNAseq data	This paper; NCBI GEO	GSE325402
Single-cell RNAseq data	Cook and Vanderhyden^68^	https://doi.org/10.1038/s41467-020-16066-2; GEO: GSE147405

**Experimental models: Cell lines**		

MDA-MB-468	ATCC	Cat# HTB-132; RRID:CVCL_0419

**Oligonucleotides**		

Primers for *SNAI1*,*TWIST1, VIM, EZR, FN* and *GAPDH,* see Table S1	Genosys	Cat# KSPQ12012G

**Software and algorithms**		

FlexImaging	Bruker Daltonics	https://www.bruker.com/en/services/software-downloads.html
R	R core team^87^	https://www.r-project.org/
ScilsLab	Bruker Daltonics	https://www.bruker.com/en/products-and-solutions/mass-spectrometry/ms-software/scils-lab.html
Python	Python development team	https://www.python.org/
ImageJ	Schneider et al.^88^	https://imagej.net/ij/

### Experimental model and study participant details

#### Cell line

The human breast cancer cell line MDA-MB-468 (RRID:CVCL_0419) was purchased and used with permission from ATCC. The cells were neither authenticated nor tested for mycoplasma contamination after delivery. The line was maintained in DMEM:F12 cell medium with HEPES (Gibco, 3133038) supplemented with 5% Fetal Bovine Serum (FBS)(Gibco, 10270) and 50 U/mL Penicillin-Streptomycin (P/S) (Gibco, 15070063). Cells were cultured in an incubator at 37°C and 5% CO_2_.

### Method details

#### EMT induction

Medium was replaced with FBS-free culture medium 24 hours after seeding. After another 24 hours in FBS-free medium cells were stimulated with epidermal growth factor (EGF) (Peprotech, AF-100-15). MDA-MB-468 has elevated levels of epidermal growth factor receptor (EGFR) and EGF is an established inducer of EMT in this cell line.^89^^,^^90^^,^^91^

#### qPCR

Cells were seeded out in 6-well culture plates, 200 000 cells per well in 2 mL media per well. Cells were treated with 25 ng/mL EGF for, respectively, 0, 12, 24, 48 or 72 hours. Three wells were seeded for each experimental condition. RNA was extracted using TRI Reagent Solution (Invitrogen, AM9738). All samples were seeded and harvested together, with the only differentiating factor being time of EGF-stimulation. cDNA was synthesized using High Capacity RNA-to-cDNA kit (Applied Biosystems, 4387406) according to the manufacturer’s protocol. Quantitative PCR was performed using Perfecta SYBR Green Fastmix Rox (QuantaBio, 95073) on a StepOnePlus Real-time PCR System (Applied Biosystems). Primers for *SNAI1*, *TWIST1*, *VIM*, *EZR*, *FN1* and the reference gene *GAPDH* were used for gene amplification (Genosys, KSPQ12012G). Primer sequences can be found in Table S1. Relative RNA-expression was calculated using the delta delta Ct-method.

#### MALDI MSI slide preparation

Indium Tin Oxide (ITO)-slides (Bruker Daltonics GmbH, 8237001) were placed in 10cm cell culture dishes, sterilized in 75% ethanol and rinsed with sterile Phosphate Buffered Saline (PBS, Sigma-Aldrich, D8537). 500.000 cells in 10mL medium were seeded out per culture dish. Cells were stimulated with 25ng/mL EGF for 72 hours. Morphology was visually assessed to verify EMT-induction. Medium was removed from the slides and they were rinsed with PBS. Slides were fixed in 4% buffered formaldehyde (pH 7, stabilized in 0.5-1.5% methanol) (VWR Chemicals, 9713.1000) for 2 minutes, then rinsed once with PBS and twice with 150 mM ammonium acetate (Thermofisher Scientific, R1181). Each slide was then air-dried under a N_2_-stream. Afterwards the slides were covered with the MALDI matrix *N*-(1-Naphthyl)ethylenediamine dihydrochloride (NEDC, Sigma-Aldrich, N9125-100G, 7 g/L in 70% methanol) using an M5 HTX sprayer (HTX technologies, LLC) with the following parameters: number of passes 18, flow rate of 0.06 mL/min, velocity of 1200 mm/min, track spacing 3 mm, N_2_ flow 2 L/min, spray pattern CrissCross, nozzle height 40 mm and N_2_ pressure of 10 psi. The resulting matrix density was 2.1 mg/mm^2^. To control for technical variations in MALDI-MSI, the samples were run on three separate days, with three replicates of each treatment on each day. Additionally, control (CTR) and EGF-samples were paired up to share matrix application runs.

#### MALDI MSI of metastatic breast cancer cells

MALDI MSI measurements were performed using a rapifleX MALDI Tissuetyper™ time-of-flight mass spectrometer (Bruker Daltonics, Bremen, Germany). The analyzer was operated in negative reflector mode, and the laser was fired with a repetition rate of 10 kHz using a lateral resolution of 10 μm and 300 shots per pixel. External calibration was performed using red phosphorus dispersed in acetone (100 mg/mL), spotted on a cell-and matrix-free area. Mass spectra were acquired in the m/z range 500–1000 with a digitizer frequency of 1.25 GHz.

#### Lipid identification by high mass resolution MALDI FT-ICR MS

Accurate mass was acquired using a 12T Bruker Fourier-transform ion cyclotron resonance (FT-ICR) mass spectrometer (Solarix, Bruker Daltonics, Bremen, Germany) equipped with a dual MALDI/ESI ion source. Samples were measured using a spatial resolution of 20 μm and the minimum laser spot size. A total of 20 laser shots were used per pixel. Data was collected in negative ionization mode in the mass range m/z 150–1300. External calibration was performed prior to analysis using the electrospray ion source and NaTFA clusters. FlexImaging (Bruker Daltonics) was used to visualize the imaging data and Bruker DataAnalysis was used to visualize individual mass spectra. After identifying cell specific peaks of interest, those peaks were examined manually in the high mass resolution MSI dataset acquired by MALDI FT-ICR. The found m/z values were compared with a homebuilt lipidomics database provided by Lipometrix (KU Leuven) and putatively identified considering a mass error < 2 ppm (See Table S2).

#### Identification of dispersed single cells and cohesive groups of cells

Two brightfield images were taken of each sample. Brightfield images were analyzed to categorize cell areas as containing either one single dispersed cell or multiple cohesive cells. Brightfield pixels containing cells were identified using gaussian blurring with a standard deviation of 5 px in X and Y direction followed by binary thresholding using Otsu’s method to generate a binary mask as input for contour detection using the findContours function as implemented in the OpenCV package for Python.^92^^,^^93^ Contours were initially filtered by size (100-2500 μm^2^) and aspect ratio (between 0.75 and 1.25) of their rectangular bounding box followed by manual inspection and adjustment to obtain only areas containing single cells. MSI and brightfield images were combined using imageJ to assign single cell IDs to MSI pixels.^88^ The assignment of cell-containing MSI pixels to bright-field IDs were adjusted in R using a combination of EBimage’s Floodfill function before a final, manual adjustment of pixel assignment and categorization of dispersed vs cohesive cell areas.^94^

#### RNA-sequencing

Cells were seeded out in 6-well culture plates, 200 000 cells per well in 2 mL media per well. Untreated controls were compared to cells treated with 50 ng/mL EGF for 12, 24, 48 and 72 hours respectively, with four biological replicates per treatment group. RNA was extracted using the RNeasy Mini kit (Qiagen, 74104) according to the manufacturer’s instructions. RNA quantity, purity, and integrity were measured on an Agilent 2100 Bioanalyzer. Library preparation was performed using the Lexogen Corall mRNA protocol, and sequencing was done using the Illumina NS500 HO flow cell at 75 bp SE reads.

### Quantification and statistical analysis

Statistical analyses were performed in R.^87^

#### qPCR

After calculating relative gene expression using the delta delta Ct-method, significance levels were calculated using pairwise t tests of each treatment group vs CTR. P-values were adjusted using the Bonferroni-method.

##### Identification of cell area and peak picking of MSI datasets

One MSI image was taken of each sample. MSI datasets were converted to imzML in FlexImaging (Bruker Daltonics) and pre-processed using the Cardinal package for R.^95^ TIC normalization, peak-picking with threshold of signal to noise ratio of 6 and peak-alignment were applied to obtain a centroided processed dataset. Spatial K mean clustering was used to identify cell specific clusters and subset the datasets. MSI images were generated in ScilsLab (Bruker Daltonics, Bremen, Germany). Mean spectra were extracted from areas containing cells and areas without cells. Cell specific peaks were identified by filtering for peaks with minimum 5 times stronger signal in cell spectra than in cell-free spectra. The resulting peaks were used for further analyses.

#### Comparison of cell-pixel numbers

The percentage of cell-containing pixels between treatment groups, and the percentage of dispersed cell-containing pixels were both compared using two-sample t tests.

#### Processing and analysis of MALDI-MSI data

To compare the overall changes in lipid levels between treatment and control groups, a mean spectrum was extracted from each sample based on all pixels found to contain cells. A paired t test was used to identify lipid peaks that differed significantly between treatment groups. Samples were paired according to rounds of matrix application. A Bonferroni-correction was used to account for multiple testing.

To compare dispersed vs cohesive cells we pooled all pixels from the two types of cell organization, respectively, in each sample. Mean spectra from the two categories of cell spectra were extracted and assessed using a PCA-analysis on scaled data. Differences between cohesive and dispersed cells within each treatment group were quantified using a paired t test with spectra paired according to which sample they were extracted from. A Bonferroni-correction was applied.

For single-cell analyses one mean spectrum was extracted from each collection of pixels found to belong to a single dispersed cell. That is, multiple spectra from each sample. A batch-correction was performed on the single-cell data based on which samples had been paired up during matrix application. Batch-correction was done in R using Combat from the sva-package.^87^^,^^96^^,^^97^ Data was scaled before clustering.

A shared nearest neighbor (SNN)-graph was constructed using the scran-package for R.^98^^,^^99^ Clustering of the SNN-graph was performed using the Leiden algorithm.^100^ To find the ideal set of clusters consensus clustering was performed in the following way: Data was randomly sampled using a resampling rate of 0.8 in 500 iterations. For each iteration, combinations of SNN-graphs with Leiden clusters were constructed using a set of eight values for the number of nearest neighbors and 19 values for resolution. Resulting cluster assignments were used as input for constructing consensus matrices with differing number of clusters. From each of these consensus matrices a set of cluster assignments were extracted using hierarchical clustering with McQuitty distances. The final optimal number and set of clusters were determined based on consensus heatmaps and silhouette calculation on a PCA-embedding. The optimal number of clusters was determined to be 2, followed by 7. Since we were interested in exploring heterogeneity beyond CTR vs EGF, we chose to go along with 7 clusters. A PCA-analysis was performed on scaled, batch-corrected data and colored according to treatment and Leiden clusters respectively. Leiden clusters were named and sorted according to median placement along PC1. A heatmap was made of scaled data using the pheatmap-package for R to visualize lipid levels in the Leiden clusters.^101^ A t-SNE-embedding of scaled data was constructed to further aid cluster visualization.

Marker lipids were identified to describe the clusters. Three requirements were set for a lipid to be considered a marker between a pair of clusters: Fold change above 1.5 or below 0.667, significant p-value as determined by the two-sample t test (p.adj<0.01) and non-overlapping interquartile range (IQR). P-values were adjusted using the Bonferroni approach. Marker lipids were identified to determine what separated the two CTR-majority clusters, what differentiated each EGF-majority cluster from the rest of the EGF-majority clusters and which lipids differentiated every EGF-majority cluster from the two CTR-majority clusters. When comparing individual clusters against a set of clusters, the latter were pooled together as a single group with each datapoint representing a cell, rather than a cluster. I.e. larger clusters were weighed more strongly than smaller clusters.

#### Analysis of RNA sequencing data

Gene normalization and differential analysis was performed using the DESeq2 and Bioconductor packages in R according to the SARTools pipeline.^45^^,^^87^^,^^102^^,^^103^^,^^104^ P-values were calculated using the Wald test and a BH p-value adjustment was performed to account for multiple testing with the level of controlled false positive rate set to 0.05.^105^

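At 12 h, 10662 genes had an adjusted p under the threshold in the authors' deposited table, 8510 at 24 h, 6145 at 48 h and 9140 at 72 h. Of the 16504 genes tested by both, 9642 were called at 12 h both by the authors and by edgeR here, or 95.9% of the authors' calls among these genes. The share was 94.5% at 24 h, 90.7% at 48 h and 94.7% at 72 h. Called by both in opposite directions were 17 genes at 12 h, 7 at 24 h, 2 at 48 h and 8 at 72 h. A further 1814 genes at 12 h and 2200 at 48 h were called by edgeR only. Across these genes, which are not independent replicates, the correlation between the log2 fold changes of the authors and those of edgeR was 0.966 at 12 h and 0.96 at 48 h.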

#### Pathway and enrichment analyses

Gene set enrichment analysis was performed using the fgsea-package in R against the MSigDB hallmark EMT and Reactome 2024 Glycerophospholipid Biosynthesis gene sets.^12^^,^^42^^,^^87^^,^^106^ Enrichment was performed for each EGF-treatment compared to the control, with input being significantly (p.adj<0.05) differentiated genes ranked according to fold change.

A joint pathway analysis was conducted using MetaboAnalyst 6.0.^43^ Input was log2 fold changes of genes with significant (p.adj<0.05) regulation after 12 hours of EGF-treatment, as well as a list of lipids that were significantly (p.adj<0.05) regulated in the EGF vs CTR treatments. The analysis was performed using the integrated metabolic pathways database with enrichment analysis using the hypergeometric test, degree centrality as topology measure and unweighted p value combination for the integration method.

Heatmaps of genes in the glycerophospholipid biosynthesis pathway were generated using the pheatmap package for R.^101^ Input data was log2 Fold changes of each EGF-treatment compared to control. Genes were included in the heatmap if they had significant (p.adj<0.05) differential expression and fold change above 1.5 or below 0.667 in at least one of the EGF-treatments compared to control.

#### Analysis of single-cell RNAseq data

Pre-processed, pseudo temporally ordered single-cell RNA-seq data was acquired from Cook and Vanderhyden.^68^ Mean fold change after 1 and 3 days, respectively, of EMT-induction was calculated and significance levels were determined using the Wilcoxon rank sum test. Holm p-value adjustments were performed, and genes significantly (p.adj<0.05) regulated with a fold change above 1.5 or below 0.667 were counted. Counts of gene regulations were organized in a table together with bulk RNAseq data for the relevant timepoints and genes.

Pseudotime coefficients were calculated for genes in the glycerophospholipid biosynthesis pathway using the gam function from the mgcv package for R using the model exp∼pseudotime + batch. The gene list was acquired from the Reactome database.^12^ P-values were adjusted using the Benjamin-Hochberg false discovery rate and significant genes (p.adj <0.05) were visualized using a heatmap.

# Supplementary material for: Single-cell lipidomic analysis of the epithelial-mesenchymal transition using mass spectrometry imaging
**Source:** iScience. 2026 Apr 21;29(6):115847. doi: 10.1016/j.isci.2026.115847
**Supplement:** Document S1. Figures S1–S5 and Tables S1–S3

## **Supplemental information**

### **Single-cell lipidomic analysis of the epithelial-mesenchymal transition using mass spectrometry imaging**

**Ellen Marie Botne Quinsgaard, Marco Giampà, Veronica With Andreassen, Sebastian Krossa, Anna Nordborg, Jakub Idkowiak, Johannes V. Swinnen, and Siver Andreas Moestue**

# Supplementary

For additional code and datafiles generated by this study see Mendeley Data (<https://data.mendeley.com>), doi: 10.17632/4t5g63m65h.1, Metabolights (<https://ebi.ac.uk/metabolights>) under study identifier MTBLS12650 and the NCBI Gene expression Omnibus under study identifier GSE325402.

## 1. Primer sequences qPCR

Table S1 Primers used during qPCR. Related to STAR Methods. Purchased from Genosys (KSPQ12012G)

| Gene        | Oligo name | Sequence                     |
|-------------|------------|------------------------------|
| SNAI1       | FH1_SNAI1  | 5'-CTCTAATCCAGAGTTTACCTTC-3' |
| SNAI1       | RH1_SNAI1  | 5'-GACAGAGTCCCAGATGAG-3'     |
| TWIST1      | FH1_TWIST1 | 5'-CTAGATGTCATTGTTCCAGAG-3'  |
| TWIST1      | RH1_TWIST1 | 5'-CCCTGTTTCTTTGAATTTGG-3'   |
| Vimentin    | FH1_VIM    | 5'-GGAAACTAATCTGGATTCACTC-3' |
| Vimentin    | RH1_VIM    | 5'-CATCTCTAGTTTCAACCGTC-3'   |
| Fibronectin | BH1_FN1    | 5'-CAAGTACAATCTACCATCATCC-3' |
| Fibronectin | FH1_FN1    | 5'-CCATAGCTGAGAAAGTGTTTTG-3' |
| Ezrin       | BH1_EZR    | 5'-CTCCTTTTCTTCTCTGTTTCC-3'  |
| Ezrin       | FH1_EZR    | 5'-TGACTTTGTGTTTATGCCC-3'    |
| RPS13       | BH1_RPS13  | 5'-CATATTTCCAATTGGGAGGG-3'   |
| RPS13       | FH1_RPS13  | 5'-GAAAGCATCTTGAGAGGAAC-3'   |

## 2. Lipid identification

Table S2: Overview of lipid identification of peaks of interest. Related to STAR methods. Table only lists peaks with min 5 times stronger signal in cell-spectra than in cell-free spectra. Below are measured mz by FT-ICR, theoretical mz according to the Lipometrix database, ion of the identified lipid, lipid annotation and whether we consider the mz signal to be identified.

| FT-ICR mz | Theoretical mz | Ion    | error    | Annotation     | Identified |
|-----------|----------------|--------|----------|----------------|------------|
| 599.3202  | 599.3202       |        | 0.010011 | LPI 18:0 [M-H] | TRUE       |
| 673.4809  | 673.4814       |        | -0.67708 | PA 34:1 [M-H]  | TRUE       |
| 687.5443  | 687.4031       |        | 205.4733 | PA 36:8 [M-H]  | FALSE      |
| 699.4967  | 699.497        |        | -0.4589  | PA 36:2 [M-H]  | TRUE       |
| 701.5155  | 701.5127       | [M-H]- | 4.008481 | PA 36:1        | FALSE      |
| 714.5078  | 714.5079       | [M-H]- | -0.14416 | PE 34:2        | TRUE       |
| 716.5271  | 716.5236       | [M-H]- | 4.872135 | PE 34:1        | FALSE      |
| 740.5233  | 740.5236       |        | -0.41862 | PE 36:3 [M-H]  | TRUE       |
| 742.5393  | 742.5392       | [M-H]- | 0.075417 | PE 36:2        | TRUE       |
| 743.5422  | 743.5596       | [M-H]- | -23.4069 | isotope        | FALSE      |
| 744.5544  | 744.5549       | [M-H]- | -0.62991 | PE 36:1        | TRUE       |
| 745.5583  | 745.5753       | [M-H]- | -22.832  | isotope        | FALSE      |

|          |          |        |          |               |       |
|----------|----------|--------|----------|---------------|-------|
| 747.5176 | 747.5182 | [M-H]- | -0.84279 | PG 34:1       | TRUE  |
| 748.5213 | 748.5287 | [M-H]- | -9.83817 | isotope       | FALSE |
| 760.5129 | 760.5134 |        | -0.61537 | PS 34:1 [M-H] | TRUE  |
| 766.5388 | 766.5392 |        | -0.47356 | PE 38:4 [M-H] | TRUE  |
| 770.57   | 770.5705 |        | -0.70986 | PE 38:2 [M-H] | TRUE  |
| 773.5332 | 773.5338 |        | -0.78342 | PG 36:2 [M-H] | TRUE  |
| 775.5491 | 775.5495 | [M-H]- | -0.56734 | PG 36:1       | TRUE  |
| 786.5291 | 786.5291 | [M-H]- | 0.021614 | PS 36:2       | TRUE  |
| 788.5439 | 788.5447 | [M-H]- | -1.01072 | PS 36:1 [M-H] | TRUE  |
| 790.5513 | 790.5604 |        | -11.5399 | PS 36:0 [M-H] | FALSE |
| 795.5503 | 795.5182 |        | 40.3938  | PG 38:5 [M-H] | FALSE |
| 797.6535 | 797.5127 |        | 176.6016 | PA 44:9 [M-H] | FALSE |
| 799.6692 | 799.5495 |        | 149.6493 | PG 38:3 [M-H] | FALSE |
| 807.5025 | 807.5029 | [M-H]- | -0.5548  | PI 32:1       | TRUE  |
| 808.506  | 808.5134 | [M-H]- | -9.19046 | isotope       | FALSE |
| 809.5184 | 809.5186 |        | -0.2483  | PI 32:0 [M-H] | TRUE  |
| 821.5549 | 821.5549 | [M-H]- | 0.001217 | PI O-34:1     | TRUE  |
| 833.5178 | 833.5186 | [M-H]- | -0.93819 | PI 34:2       | TRUE  |
| 834.5208 | 834.5291 | [M-H]- | -9.92431 | isotope       | FALSE |
| 835.5331 | 835.5342 | [M-H]- | -1.33208 | PI 34:1       | TRUE  |
| 836.537  | 836.5447 | [M-H]- | -9.22288 | isotope       | FALSE |
| 837.5403 | 837.5499 | [M-H]- | -11.4668 | PI 34:0       | FALSE |
| 857.5177 | 857.5186 |        | -1.00406 | PI 36:4 [M-H] | TRUE  |
| 859.5331 | 859.5342 |        | -1.2914  | PI 36:3 [M-H] | TRUE  |
| 861.5487 | 861.5499 | [M-H]- | -1.43346 | PI 36:2       | TRUE  |
| 862.5526 | 862.5604 | [M-H]- | -9.00813 | isotope       | FALSE |
| 863.5646 | 863.5655 | [M-H]- | -1.09083 | PI 36:1       | TRUE  |
| 864.5678 | 864.576  | [M-H]- | -9.44231 | isotope       | FALSE |
| 883.5328 | 883.5342 |        | -1.54946 | PI 38:5 [M-H] | TRUE  |
| 886.5524 | 886.5604 | [M-H]- | -9.0578  | isotope       | FALSE |
| 885.5492 | 885.5499 | [M-H]- | -0.79724 | PI 38:4       | TRUE  |
| 887.5646 | 887.5655 | [M-H]- | -0.98246 | PI 38:3       | TRUE  |
| 889.5802 | 889.5812 |        | -1.11176 | PI 38:2 [M-H] | TRUE  |
| 891.5962 | 891.5968 |        | -0.66173 | PI 38:1 [M-H] | TRUE  |

### 3. Single-cell clustering

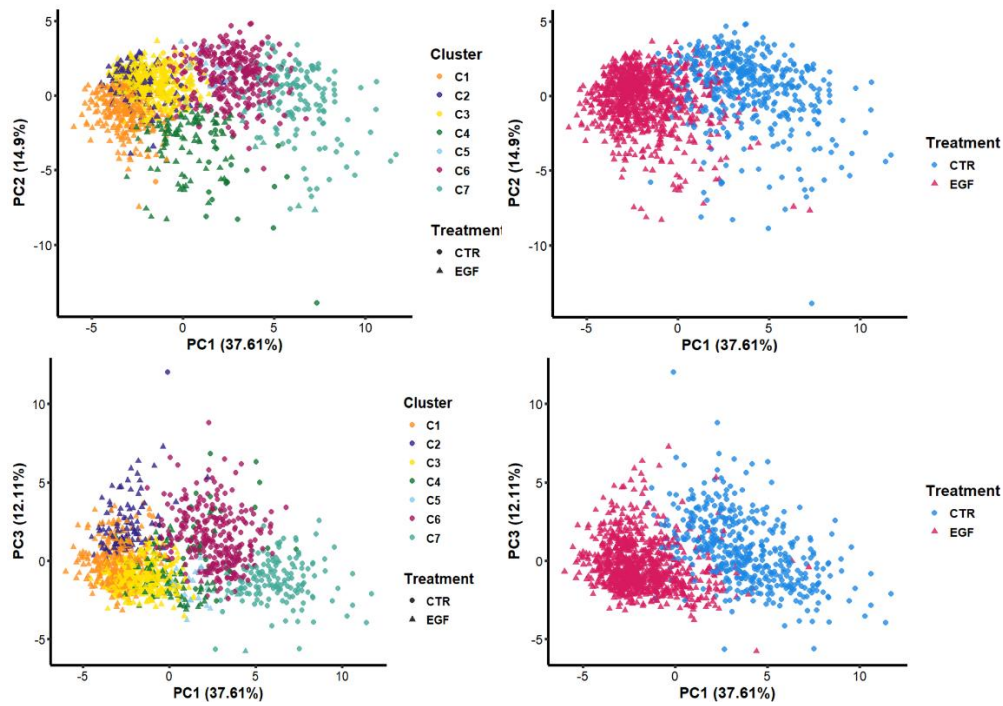

Figure S1: PCA-embedding of single-cell lipid data. Related to Figure 5. Colored according to Leiden clusters and treatment group respectively. Top: PC1 vs PC2. Bottom: PC1 vs PC3.

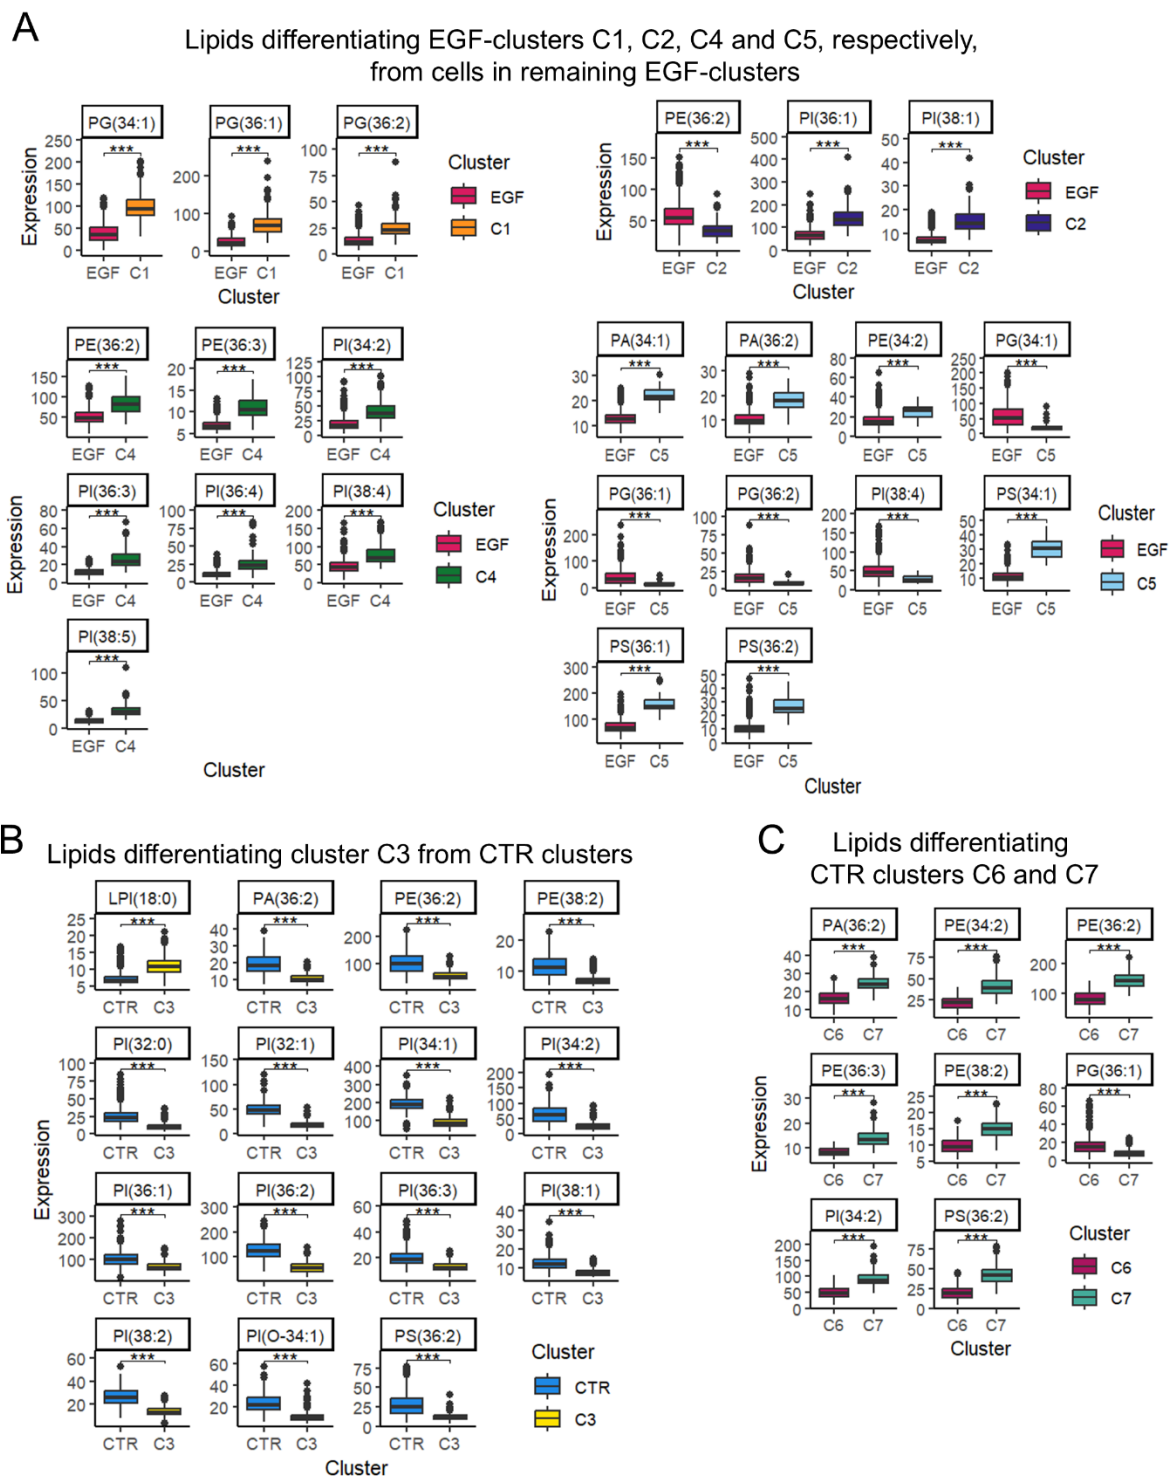

Figure S2: Boxplots displaying levels of lipids highlighted in Figure 4A. A: Lipids differentiating EGF-cluster C3 from pooled CTR clusters (yellow boxes in figure 4A). B: Lipids differentiating CTR clusters C6 and C7 (blue boxes in figure 4A). C: Lipids differentiating each of EGF-clusters C1, C2, C4 and C5 from remaining EGF-clusters, pooled (black boxes in figure 4A). The boxes represent the interquartile range (IQR) while the error bars represent  $Q1 - 1.5 \times IQR$  and  $Q3 + 1.5 \times IQR$  respectively. P-values calculated using two-sample t tests and corrected using the Bonferroni approach. Significance levels:  $p < 0.05$ : “\*”,  $p < 0.01$ : “\*\*”,  $p < 0.001$ : “\*\*\*”. All plotted lipid comparisons fulfill the following: fold change  $> 1.5$  or below  $0.667$ ,  $p$ -value  $< 0.001$  and non-overlapping interquartile range (IQR).

4. Gene expression analysis of bulk RNA sequencing data

Table S3: Results of Gene set enrichment analysis against the MSigDB hallmark EMT gene set for each EGF-treatment against the control. Related to results section on Gene expression. Input lists were significantly ( $p_{adj} < 0.05$ ) differentially expressed and ranked according to fold change. Significance levels:  $p < 0.05$ : “\*”,  $p < 0.01$ : “\*\*”,  $p < 0.001$ : “\*\*\*”.

| Gene list input | P-value  | Significance level | log2error | Enrichment Score | Normalized enrichment score |
|-----------------|----------|--------------------|-----------|------------------|-----------------------------|
| 12h vs CTR      | 4.22e-14 | ***                | 0.965     | 0.573            | 2.023                       |
| 24h vs CTR      | 2.66e-10 | ***                | 0.814     | 0.513            | 1.833                       |
| 48h vs CTR      | 2.42e-06 | ***                | 0.627     | 0.465            | 1.652                       |
| 72h vs CTR      | 2.28e-11 | ***                | 0.863     | 0.527            | 1.884                       |

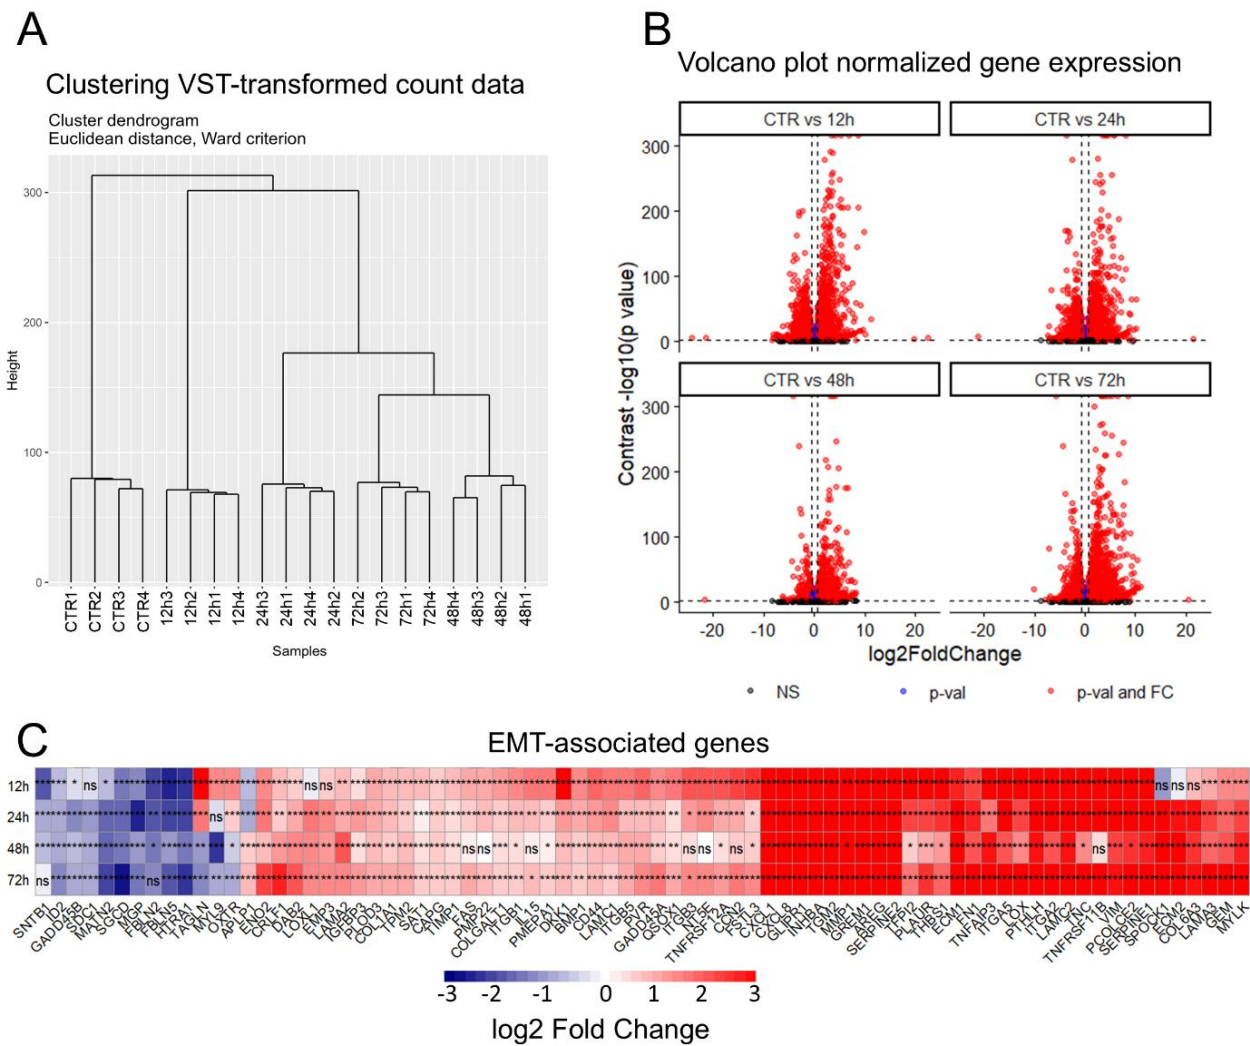

Figure S3: Gene expression changes in response to EGF in MDA-MB-468. Related to Results section on Gene expression. A: Dendrogram displaying clustering of count data after Variance Stabilizing Transformation (VST). The dendrogram was generated as part of the SARTools pipeline.[S1] B: Volcano plots of log2 Fold Changes (FC) and log-transformed adjusted p-values in each EGF-treatment compared to control (CTR), using a p-value cut-off of 0.05 and

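The 20 libraries were clustered here on log2 CPM with a prior count of 2 over the 16522 genes that passed the filter, by Ward's method on Euclidean distance. Divided into 5 clusters, they formed the 5 conditions. The untreated control separated from the other libraries before EGF 12 h, then EGF 24 h, and last EGF 48 h from EGF 72 h. The median distance was 62.0 within conditions and 124 between them. The largest distance within a condition, 78.9, was slightly above the smallest between conditions, 78.6. On average, the control lay at 113 from EGF 48 h, 137 from EGF 24 h, 150.5 from EGF 72 h and 152 from EGF 12 h. The same 5 clusters came out with only the genes of largest variance, with average linkage on correlation and with the variance stabilizing transformation of DESeq2.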

fold change cut-off of  $\pm \log_2(1.5)$ . 

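The genes given here are among the 3 with the largest rise and the 3 with the largest fall at each time point, out of genes with an adjusted p under the threshold in edgeR, a mean of at least 1 CPM and no overlap between the 4 EGF and the 4 control libraries. Where all libraries of a group had 3 counts or fewer, the fold change is a bound against 3 counts. These bounds do not give the rank. FOSL1, which is not among the 3 rises at 12 h, was at 2.31 to 3.87 CPM in the control libraries. At 12 h it was at 225 to 266 CPM, a larger rise than the bounds printed for SPOCD1 and IL1R2. At 12 h the rises were IL1RL1 (at least 515-fold higher), SPOCD1 (at least 40.7-fold higher) and IL1R2 (at least 37.8-fold higher), and the falls UGT1A1 (at least 52.0-fold lower), TACR1 (at least 12.8-fold lower) and FMO6P (0.0177-fold). The rises at 24 h were DSG3 (at least 69.3-fold higher), SH2D1B (at least 47.9-fold higher) and SERPINB3 (1046-fold), with falls in AP002761.4 (at least 25.2-fold lower), CYP4Z2P (at least 64.1-fold lower) and CYP4Z1 (0.00993-fold). At 48 h, PTENP1 (at least 16.2-fold higher) and GAST (at least 16.2-fold higher) rose, and AC131160.1 (at least 20.3-fold lower), CHRM1 (at least 14.7-fold lower) and CRISP3 (0.0490-fold) fell. At 72 h, COMETT (at least 130.2-fold higher), SH2D1B (at least 98.3-fold higher) and LINC01897 (at least 81.7-fold higher) rose, and CYP4Z2P (at least 65.2-fold lower), AP002761.4 (at least 25.7-fold lower) and PMS2P6 (at least 14.3-fold lower) fell. With each library left out once, 2 of these values moved by more than 1.5 times, both without control replicate 3. AC131160.1 was then at least 10.6-fold lower and not under the threshold (edgeR adjusted p = 0.0658), and SERPINB3 was 1701-fold. UGT1A1 varied from 23 to 334 counts among the control libraries. The counts are estimates, and reads shared with similar genes, such as between CYP4Z2P and CYP4Z1, were not examined for these genes. Some of these values may therefore reflect how reads were assigned.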

C: Log2 Fold Change and significance levels of EMT Hallmark genes that are differentially expressed in at least three of the EGF-treatments compared to CTR. 

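Among the genes of Fig. S3C, VIM (ENSG00000026025, chromosome 10 from 17228259 to 17237593, 9 exons) was at 20.3 ± 1.46 CPM (SD, n = 4) in the control and at 204 ± 15.1 CPM at 12 h (log2 fold change 3.33, standard error 0.079, edgeR adjusted p = 4.07e-20). It was at 383 ± 9.76 CPM at 24 h (log2 fold change 4.24, standard error 0.082, edgeR adjusted p = 6.59e-22), 104 ± 11.2 CPM at 48 h (log2 fold change 2.35, standard error 0.077, edgeR adjusted p = 2.31e-17) and 165 ± 0.856 CPM at 72 h (log2 fold change 3.02, standard error 0.079, edgeR adjusted p = 9.90e-20). Exons on the opposite strand cover 24.4% of its exon bases. FN1 (ENSG00000115414, chromosome 2 from 215360440 to 215436172, 41 exons) rose from 17.8 ± 2.19 CPM to 58.6 ± 2.42 CPM at 12 h (log2 fold change 1.72, standard error 0.11, edgeR adjusted p = 1.82e-12) and 95.3 ± 14.9 CPM at 24 h (log2 fold change 2.42, standard error 0.11, edgeR adjusted p = 5.73e-15). At 48 h it was at 67.2 ± 9.07 CPM (log2 fold change 1.92, standard error 0.11, edgeR adjusted p = 8.61e-13) and at 72 h at 256 ± 20.6 CPM (log2 fold change 3.85, standard error 0.12, edgeR adjusted p = 1.38e-18). Between 48 and 24 h, the log2 difference was -1.88 (standard error 0.073, edgeR adjusted p = 4.01e-15) for VIM and -0.50 (standard error 0.10, edgeR adjusted p = 2.84e-04) for FN1.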

P-values for RNA-seq data were calculated in the SARTools package using a Benjamin-Hochberg-corrected Walds test. Significance levels:  $p < 0.05$ : “\*”,  $p < 0.01$ : “\*\*”,  $p < 0.001$ : “\*\*\*”

## 5. Gene expression analysis of single-cell RNA sequencing data

| Sc RNA seq<br>EMT<br>inductions<br># times<br>gene<br>measured | Gene     | Bulk RNA seq<br>log2 fc<br>MDA-MB-468<br>EGF 1d vs CTR | Sc RNA seq<br># EMT<br>inductions<br>log2 fc > 0.585<br>1d vs ctr | Sc RNA seq<br># EMT<br>inductions<br>log2 fc < -0.585<br>1d vs ctr | Bulk RNA seq<br>log2 fc<br>MDA-MB-468<br>EGF 3d vs CTR | Sc RNA seq<br># EMT<br>inductions<br>log2 fc > 0.585<br>3d vs ctr | Sc RNA seq<br># EMT<br>inductions<br>log2 fc < -0.585<br>3d vs ctr |
|----------------------------------------------------------------|----------|--------------------------------------------------------|-------------------------------------------------------------------|--------------------------------------------------------------------|--------------------------------------------------------|-------------------------------------------------------------------|--------------------------------------------------------------------|
| 12                                                             | AGPAT2   | ns                                                     |                                                                   |                                                                    | *                                                      |                                                                   |                                                                    |
| 12                                                             | AGPAT5   | ***                                                    |                                                                   | 2                                                                  | ***                                                    |                                                                   | 1                                                                  |
| 12                                                             | CEPT1    | ***                                                    | 1                                                                 |                                                                    | ***                                                    | 2                                                                 |                                                                    |
| 12                                                             | DGKA     | ***                                                    | 1                                                                 |                                                                    | ***                                                    | 1                                                                 |                                                                    |
| 12                                                             | DGKD     | ***                                                    |                                                                   |                                                                    | ***                                                    | 1                                                                 |                                                                    |
| 12                                                             | DGKE     | ***                                                    |                                                                   | 1                                                                  | ***                                                    |                                                                   | 1                                                                  |
| 12                                                             | DGKH     | ***                                                    |                                                                   |                                                                    | ***                                                    |                                                                   |                                                                    |
| 12                                                             | DGKQ     | ***                                                    |                                                                   | 1                                                                  | *                                                      |                                                                   | 1                                                                  |
| 12                                                             | DGKZ     | ns                                                     |                                                                   |                                                                    | ns                                                     |                                                                   |                                                                    |
| 12                                                             | ETNK1    | **                                                     |                                                                   |                                                                    | ns                                                     |                                                                   |                                                                    |
| 12                                                             | FADS1    | **                                                     |                                                                   |                                                                    | *                                                      |                                                                   |                                                                    |
| 12                                                             | FADS2    | ***                                                    |                                                                   |                                                                    | ***                                                    |                                                                   |                                                                    |
| 9                                                              | LIPH     | ***                                                    | 1                                                                 |                                                                    | ***                                                    |                                                                   | 1                                                                  |
| 12                                                             | LPCAT1   | ns                                                     | 1                                                                 | 1                                                                  | **                                                     | 1                                                                 | 1                                                                  |
| 12                                                             | LPCAT3   | ***                                                    |                                                                   |                                                                    | ***                                                    |                                                                   |                                                                    |
| 12                                                             | LPCAT4   | ***                                                    |                                                                   |                                                                    | ***                                                    |                                                                   |                                                                    |
| 12                                                             | LPIN2    | **                                                     | 1                                                                 |                                                                    | **                                                     |                                                                   |                                                                    |
| 12                                                             | LPIN3    | ns                                                     |                                                                   |                                                                    | **                                                     |                                                                   |                                                                    |
| 12                                                             | MBOAT2   | ***                                                    | 4                                                                 |                                                                    | ***                                                    | 4                                                                 |                                                                    |
| 12                                                             | PGS1     | *                                                      |                                                                   |                                                                    | ns                                                     | 1                                                                 |                                                                    |
| 12                                                             | PISD     | ns                                                     |                                                                   |                                                                    | **                                                     |                                                                   |                                                                    |
| 7                                                              | PLA2G10  | ns                                                     |                                                                   | 3                                                                  | *                                                      | 1                                                                 | 2                                                                  |
| 12                                                             | PLA2G12A | ***                                                    |                                                                   |                                                                    | ns                                                     |                                                                   |                                                                    |
| 12                                                             | PLA2G15  | ns                                                     | 1                                                                 |                                                                    | ns                                                     | 3                                                                 | 1                                                                  |
| 4                                                              | PLA2G4C  | *                                                      | 2                                                                 |                                                                    | ***                                                    | 2                                                                 |                                                                    |
| 2                                                              | PLA2G6   | ns                                                     |                                                                   |                                                                    | ns                                                     |                                                                   |                                                                    |
| 12                                                             | PLD1     | ***                                                    |                                                                   |                                                                    | ***                                                    |                                                                   |                                                                    |
| 12                                                             | PLD2     | ns                                                     |                                                                   |                                                                    | ns                                                     |                                                                   |                                                                    |
| 12                                                             | SCD      | ***                                                    | 1                                                                 | 1                                                                  | **                                                     | 1                                                                 | 1                                                                  |

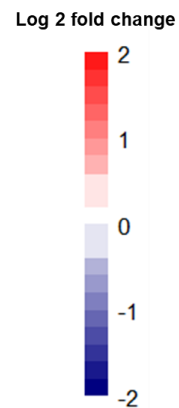

Figure S4: Consensus of EMT-induced regulation of glycerophospholipid biosynthesis genes and genes involved in fatty acid desaturation. Related to Results section on gene expression. Expression after 1 day and 3 days of EMT induction compared to control. Log2 fold change and significance levels for bulk RNAseq data is visualized as in Figure 6B. Sc RNA seq columns show counts of number of EMT inductions where each gene is significantly ( $p_{adj} < 0.05$ ) up- or downregulated with log2 fold change above 0.585 or below -0.585, respectively. The sc RNAseq data was acquired from Cook and Vanderhyden.[S2] P-values calculated using the Wilcoxon rank sum test and adjusted using Holm p-value adjustment. Significance levels:  $p < 0.05$ : “\*”,  $p < 0.01$ : “\*\*”,  $p < 0.001$ : “\*\*\*”

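Fig. S4 marks significance levels for bulk RNA-seq of 29 genes at 24 and 72 h, 58 marks in all. All 58 marks were equal to the level of the adjusted p in the authors' deposited table, and 42 were equal to the level of the adjusted p from edgeR here. Among the genes named beside this figure, MBOAT7 (ENSG00000125505, chromosome 19 from 54173412 to 54189882, 8 exons) was at 68.6 ± 16.4 CPM (SD, n = 4) in the control. It was at 67.6 ± 4.40 CPM at 24 h (log2 fold change -0.021, standard error 0.12, edgeR adjusted p = 0.894), where its sign changed when control replicate 2 or EGF 24 h replicate 4 was left out, and 82.5 ± 6.71 CPM at 72 h (log2 fold change 0.27, standard error 0.12, edgeR adjusted p = 0.0598), where it passed the threshold without EGF 72 h replicate 2 (0.32) or control replicate 2 (0.43). At 12 h, which Fig. S4 does not mark, its libraries were at 89.0 to 99.9 CPM, against 50.0 to 90.1 CPM in the control. Its log2 difference between 24 and 12 h was -0.48 (standard error 0.12, edgeR adjusted p = 0.00180).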

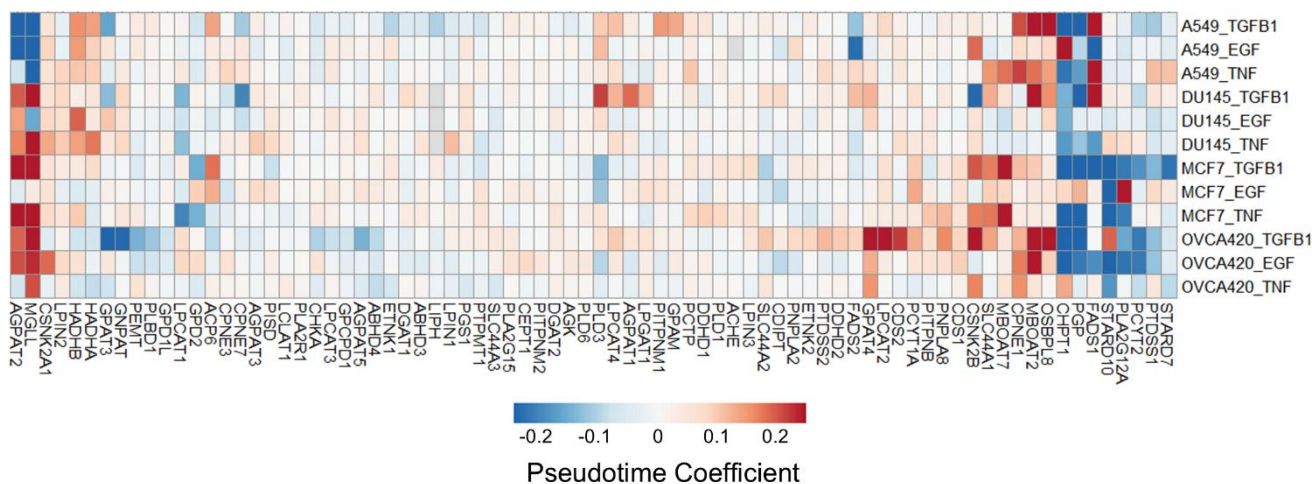

Figure S5: Heatmap of gene expression changes of genes involved in glycerophospholipid biosynthesis and FADS1/2 during EMT-induction in four separate cell lines and three different modes of EMT-induction. The heatmap is colored according to the pseudotime beta coefficient of each genes' linear model. The data was acquired from Cook and Vanderhyden.[S2]

## Bibliography

- [S1] Varet, H., Brillet-Guéguen, L., Coppée, J.-Y., and Dillies, M.-A. (2016). SARTools: A DESeq2- and EdgeR-Based R Pipeline for Comprehensive Differential Analysis of RNA-Seq Data. *PLoS One* 11, e0157022.
- [S2] Cook, D.P., and Vanderhyden, B.C. (2020). Context specificity of the EMT transcriptional response. *Nat. Commun.* 11, 2142. <https://doi.org/10.1038/s41467-020-16066-2>.

How the deposited data were processed for this re-analysis (not part of the article)

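The deposited data cover MDA-MB-468 cells, untreated or treated with 50 ng/mL EGF for 12, 24, 48 or 72 h, with 4 biological replicates per group and 20 libraries in all. For each comparison, the authors deposited a table with the same 60271 genes. Its columns hold, for each library, an estimated count rounded to a whole number and a normalized value, and for the comparison a fold change, a log2 fold change, a p-value and an adjusted p-value from DESeq2. The deposited estimated counts are not normalized and were the starting point here. The authors' deposited log2 fold changes, p-values and normalized values were used for comparison only. The deposited normalized values, a score per gene and library on the scale of counts, were made by the authors in DESeq2. They differ from the counts by a factor that varies between genes and libraries, which the paper does not describe. The tables that compare 48 with 12 h and 72 with 12 h were not used here, since they hold the same counts.

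The counts were analyzed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and with DESeq2 1.42.0 as an alternative. Genes were kept by edgeR's filterByExpr with its default settings, which left 16522 genes, and libraries were scaled by TMM normalization. One model with a mean for each of the 5 groups was fitted to all 20 libraries. Comparisons were made with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment in its robust form, with an adjusted p under 0.05 as the threshold. Each time point was compared with the control and with the one before. Comparisons of 48 with 12 h, 72 with 12 h and 72 with 24 h are given for named genes only. Fold change limits were 1.5 and 0.667, as in the paper. For log2 fold changes a prior count of 0.125 was used, and for clustering a prior count of 2. When all libraries of a group had 3 counts or fewer, a fold change was given only as a bound against 3 counts. On simulated data with 192 changed genes among 16077, the edgeR procedure called 161 of them and 8 unchanged genes. These genes changed at 12 h only, with rises and falls drawn at equal odds. In the data, 69.4% of genes had an adjusted p under the threshold at 12 h. The simulation therefore does not test the scaling where most genes change.

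Depth was a median of 17292986 counts per library in the group with the lowest median, EGF 72 h, and 21972653 in the one with the highest, EGF 12 h. At this depth, genes under about 1 CPM have few counts, and their fold changes have large standard errors. Mitochondrial genes held a mean of 9.41% of counts at 12 h and 15.0% at 72 h.

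The comparisons, the lists, the alternatives and the rule for named genes were set before the data were examined, except where stated. Named are all genes of Figs. 6B and 6D, all genes that the paper's text names in its RNA-seq results, the genes measured by qPCR, EGFR and 6 genes often followed in EMT. For each time point, the 3 largest rises and the 3 largest falls were added, among genes with an adjusted p under the threshold, a mean of at least 1 CPM, and all EGF libraries on the same side of all controls, of which 1 is not reported here. Members of longer lists are given mostly as counts. The lists were 75 glycerophospholipid enzyme genes, 77 EMT genes of Fig. S3C, the PLA2 and DAGK genes, 12 targets of the liver X receptors (LXR), 16 genes of cholesterol synthesis regulated by SREBP2, 20 cell cycle genes and 15 genes of the feedback on EGF signaling. Lists were tested by fry and by camera with a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 20 tests.

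Alternatives were scaling by library size only, by upper quartiles or by DESeq2's size factors, the DESeq2 Wald test, no filter beyond 1 count, at least 10 counts in every library, only the 8 libraries compared, a block per replicate number, glmTreat against a 1.5-fold change, a prior count of 2, and leaving out each library in turn. Chosen after seeing the data was 1 further alternative, with factors per gene recovered from the deposited normalized values, for genes with at least 20 counts in every library. Gene positions were taken from GENCODE 29. The hallmark and Reactome gene sets and the pathway analysis with MetaboAnalyst were not analysed here. Lipid, imaging and qPCR data were not used here.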

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

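The tests on scaling, single libraries, factors per gene and shared reads in this part were chosen only after the results were seen, and those on the lists before.

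In 8 of 220 groups of 4 libraries, 1 library lay far from the other 3, where chance gives 11. DGKH was at 58.7 CPM against 66.7 to 68.1 CPM in EGF 72 h replicate 4, LPCAT3 at 87.5 CPM against 73.0 to 75.2 CPM in control replicate 2, and EZR at 104 CPM against 97.3 to 98.1 CPM in control replicate 1. PLA2G4E was at 1.11 CPM against 1.67 to 1.77 CPM in EGF 12 h replicate 1. In EGF 48 h replicate 2, LPIN3 was at 3.96 CPM against 2.51 to 2.60 CPM, CDH1 at 102 CPM against 89.2 to 90.8 CPM, and PLA2G2F and PLA2G4E at 0.245 CPM each against 0.0906 to 0.114 CPM, with 2 to 5 counts per library. Without the library concerned, the log2 fold change was 0.88 for DGKH at 72 h, -1.13 for LPCAT3 at 12 h, 1.49 for EZR at 12 h, 3.38 for PLA2G4E at 12 h, 0.65 for LPIN3 at 48 h and -0.50 for CDH1 at 48 h, each with its call kept. A fault of EGF 48 h replicate 2 over all genes was tested, since it held 4 of the 8 values. It lay far from its replicates in 1.71% of the tested genes, against 0.853, 0.793 and 0.654% for the other 48 h libraries. It also had 16.9% of its counts in mitochondrial genes, against 9.83 to 12.1% in these, and 16.4% in its 10 most abundant genes, against 11.2 to 12.7%. Yet EGF 72 h replicate 2 (2.28%) and EGF 24 h replicate 1 (2.16%) lay far in more genes, so a fault cannot be told apart from the differences seen between other replicates. No biological explanation was tested.

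Among 45 named genes, 10 passed the threshold in opposite directions at a pair of time points, and the difference between those time points was tested directly. The log2 difference between 48 and 12 h was -0.93 (edgeR adjusted p = 7.61e-07) for ETNK1, -1.55 (edgeR adjusted p = 2.87e-14) for LPCAT1, 2.25 (edgeR adjusted p = 1.12e-07) for PLA2G6 and 1.62 (edgeR adjusted p = 6.28e-15) for SCD. Between 72 and 12 h, it was 0.91 (edgeR adjusted p = 4.48e-10) for LPIN2, 1.60 (edgeR adjusted p = 2.47e-12) for FADS2, -1.00 (edgeR adjusted p = 1.82e-10) for CDH1 and -0.57 (edgeR adjusted p = 3.03e-08) for EPCAM. It was -1.06 (edgeR adjusted p = 4.37e-07) between 24 and 12 h for PLA2G15 and 1.87 (edgeR adjusted p = 1.14e-04) between 72 and 24 h for PLA2G2A. Under the scaling of the libraries by other methods, 8 of the 10 genes had both directions past the threshold, which argues against scaling as the cause for these. EPCAM and ETNK1, 2 of the 10, lost a direction, so the scaling may account for them. With factors per gene in the authors' normalization, 2 genes (LPCAT1 and SCD) had both directions, and 6 lost at least 1 (CDH1, EPCAM, ETNK1, FADS2, LPIN2 and PLA2G15). For PLA2G2A and PLA2G6, the other 2, no factor was recovered. The authors' deposited tables have both directions of each, with adjusted p values of at most 0.0457. An effect of such factors cannot be told apart from a change in expression for these 2, since their counts are few. Single libraries also decide some calls. FADS2 at 12 h does not pass without control replicate 4 (-0.24). PLA2G2A does not pass at 24 h without control replicate 2 (-0.75) or EGF 24 h replicate 4 (-0.75), nor at 72 h without EGF 72 h replicate 4 (0.65). For LPCAT1 and SCD, a response to EGF that changes direction with time remains as a hypothesis.

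SCD was examined further. Its rise at 48 h was at least 0.62 on the log2 scale under the 4 scalings of the libraries, at least 0.56 with any single library left out, and 0.56 with factors per gene. The pseudogene SCDP1 held 0.00314% of the SCD CPM at 48 h. The lowest of the 48 h libraries was at 4493 CPM and the highest of the other 16 at 3588 CPM, which argues against single libraries exchanged between groups. A return of the ERK response toward the control as the only cause would bring SCD to its control level, not 0.62 above it. A response of SCD to the time in EGF, or to conditions of the culture at 48 h that the design does not separate from it, stays open.

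GPAT3 (ENSG00000138678, chromosome 4 from 83535914 to 83605875, 14 exons), which the paper does not discuss and which was chosen after its values were seen, was higher at every time point. The log2 fold change was 4.75 at 12 h (edgeR adjusted p = 1.50e-16), 4.61 at 24 h (edgeR adjusted p = 3.59e-16), 2.27 at 48 h (edgeR adjusted p = 1.95e-09) and 4.06 at 72 h (edgeR adjusted p = 3.68e-15), with all 4 EGF libraries above all 4 controls. Its smallest value was 2.27 over the 4 scalings, 2.14 with single libraries left out and 2.50 with factors per gene, and 0% of its exon bases are covered by exons of another gene. These values argue against scaling, a single library, the factors per gene and an overlapping gene. A response to EGF is a candidate explanation, as a hypothesis.

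The 15 genes of the EGF feedback list, outside those that the paper discusses, had a median log2 fold change of 3.27 at 12 h, 2.67 at 24 h, 1.35 at 48 h and 2.16 at 72 h (fry adjusted p = 6.61e-12, 8.97e-11, 3.83e-08 and 8.97e-11). Of these genes, 15, 15, 14 and 15 had an adjusted p under the threshold, the same numbers when adjusted over the list alone. Higher were 15, 14, 13 and 14 and lower 0, 1, 1 and 1. The lower gene was EGR1, with log2 fold changes of -1.25, -0.52 and -0.42 at 24, 48 and 72 h and 4, 3 and 3 of 4 libraries below all controls. For the list as a set, these values are consistent with an ERK response to EGF that is still raised at each time point, and camera called the list at all 4 as well. The 20 cell cycle genes had a median of -0.25 at 12 h, -0.057 at 24 h, -0.22 at 48 h and -0.59 at 72 h (fry adjusted p = 8.26e-10, 4.22e-06, 5.23e-08 and 1.06e-13, all in the direction of downregulation). Lower were 11, 7, 12 and 15 genes and higher 3, 3, 0 and 0, and 14, 10, 13 and 15 passed when adjusted over the list alone. At 12, 48 and 72 h, this is consistent with lower proliferation in EGF. At 24 h it cannot be told apart from no common change, since members go both ways and camera gave an adjusted p of 0.167. Growth itself was not used here. With a single untreated group whose time of harvest is not stated, an effect of the time in culture on these genes cannot be excluded.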

How the results depend on the processing

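The alternative with factors per gene was chosen after seeing the data, and all others before. The cause of a change was not tested, unless stated.

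The number of conditions found as clusters, 5, was the same with only the genes of largest variance, average linkage on correlation, the DESeq2 variance stabilizing transformation, and without any 1 library, and clustering was not run under the other alternatives. The numbers of genes under the threshold for adjusted p stayed within 1.5 times under each alternative for which they were computed. In the DESeq2 Wald test, 3 single genes changed their call (2 weaker, 1 stronger); fry and camera were not run with it.

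Scaling changed the balance of directions. With library size only, the median log2 fold change of all genes shifted by -0.28 at 12 h, -0.14 at 24 h, 0.14 between 24 and 12 h and 0.15 between 48 and 24 h. Of the called genes, 30.2% were higher at 12 h against 47.4% with TMM, 36.3% against 49.6% at 24 h, 68.6% against 51.9% between 24 and 12 h, 71.8% against 51.5% between 48 and 24 h and 33.8% against 50.0% between 72 and 48 h. With upper quartiles, the shift was -0.16 at 12 h and 0.12 between 24 and 12 h, with 37.2% and 66.1% higher. With library size only, the SREBP2 list reversed at 12 h (fry adjusted p = 4.75e-06) and did not pass at 48 h (0.213), and 2 PLA2 genes were above 1.5-fold at 12 h. Reversed were CRLS1 at 12, 24 and 72 h (-0.25, -0.11 and -0.065), LPCAT1 at 24 h (-0.072), LPIN3 at 12 h (-0.22) and PLD2 at 72 h (-0.077). With upper quartiles, the SREBP2 list reversed at 12 h (1.11e-04), 2 PLA2 genes were above 1.5-fold at 12 h, and CRLS1 at 12, 24 and 72 h (-0.12, -0.011 and -0.0099), LPIN3 at 12 h (-0.094) and PLD2 at 72 h (-0.025) reversed. With DESeq2's size factors, the SREBP2 list did not pass at 48 h (0.0535). Of other genes, 9 changed their call with library size only (6 weaker, 3 stronger), 3 with upper quartiles (1 weaker, 2 stronger) and 2 with size factors (1 weaker, 1 stronger).

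With factors per gene, the SREBP2 list did not pass at 12 h (0.0528) or 48 h (0.596), and 7 of its genes were called at 24 h in place of 12. ETNK1 reversed at 48 and 72 h (0.12 and 0.21), LPIN1 at 12 h (0.025), PLA2G12A at 48 h (0.0036) and PLD2 at 48 and 72 h (-0.23 and -0.30). Another 18 gene results changed their call (15 weaker, 3 stronger).

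At least 10 counts in every library left 12886 genes, and the lower counts follow in part from that. Beyond the fold change limits were 2160 genes at 48 h, 2461 between 48 and 24 h and 1461 between 72 and 48 h. PLA2 genes above 1.5-fold were 2, 0, 1 and 1 at the 4 time points, and 1 was below 0.667-fold at 12 h and 1 at 24 h. The LXR list reversed at 48 h (0.473), and without SCD and LPCAT3 it did not pass there (0.129), nor did the SREBP2 list at 12 h (0.365) and 48 h (0.462). AGPAT2 (0.011) and PGS1 (0.0091) reversed at 48 h, and 5 genes changed their call (1 weaker, 4 stronger). With no filter, the SREBP2 list did not pass at 48 h (0.0536), PLD2 reversed at 72 h (-1.83e-04) and 4 genes were weaker.

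With only the 8 libraries compared, 7 cell cycle genes, 15 glycerophospholipid genes, 2 LXR genes and 3 SREBP2 genes were called at 48 h. PLA2 genes above 1.5-fold were 0, 3 and 3 at 24, 48 and 72 h. The LXR list without SCD and LPCAT3 did not pass at 48 h (0.0675) or 72 h (0.0674), and 5 genes were weaker. A test of fewer libraries has less power, but it also takes its filter and its spread from those libraries alone. At 48 h it called 5588 genes, against 7562 in the model of all 20 libraries. Between 24 and 12 h, without the controls, it called 9412 against 8879. Lower power therefore cannot be told apart from the larger spread of the controls as the cause of the lost calls.

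A test of each gene against 1.5-fold with glmTreat gave 3474, 1916 and 3899 genes at 24, 48 and 72 h, and 2199, 1818 and 883 between successive time points, fewer by its construction. With camera, the adjusted p was 0.167 for the cell cycle list at 24 h, 0.0566, 0.274 and 0.0728 for the glycerophospholipid list at 24, 48 and 72 h, 0.167 for the LXR list at 72 h, 0.164, 0.164, 0.35 and 0.35 for the LXR list without SCD and LPCAT3 and 0.811, 0.191, 0.428 and 0.0797 for the SREBP2 list at the 4 time points. The replicate numbers do not pair the libraries: residuals correlated with a mean of 0.0198 over 40 pairs with the same number and -0.00662 over 120 with different numbers. With a block per number, the SREBP2 list did not pass at 12 h (0.0915), DGKZ reversed at 24 h (3.63e-05) and 2 genes were stronger.

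Across the 20 fits that each left out 1 library, log2 fold changes that changed sign ranged as follows: AGPAT2 at 24 h from -0.097 to 0.097, AGPAT2 at 48 h from -0.11 to 0.082, CRLS1 at 12 h from -0.045 to 0.11, CRLS1 at 24 h from -0.053 to 0.10, CRLS1 at 72 h from -0.079 to 0.079, DGKZ at 24 h from -0.11 to 0.10, DGKZ at 48 h from -0.14 to 0.069, DGKZ at 72 h from -0.20 to 0.0051, LPIN3 at 12 h from -0.10 to 0.33, MBOAT7 at 24 h from -0.15 to 0.14, MBOAT7 at 48 h from -0.11 to 0.18, PGS1 at 48 h from -0.065 to 0.0099, PLA2G15 at 48 h from -0.037 to 0.15, PLA2G4E at 48 h from -0.57 to 0.049, PLA2G6 at 24 h from -0.22 to 0.062, PLD2 at 48 h from -0.042 to 0.22 and PLD2 at 72 h from -0.091 to 0.17. Control replicates 2 and 3 gave most of these extremes. The fry adjusted p of the LXR list at 48 h ranged from 0.132 to 0.821, with 2 fits reversed. For the LXR list without SCD and LPCAT3 at 48 h it ranged from 3.18e-04 to 0.0519, the highest without EGF 48 h replicate 3. For the SREBP2 list it ranged from 0.00814 to 0.0867 at 12 h, with 6 fits not passing, and from 0.0297 to 0.233 at 48 h, with 12 not passing, the highest without EGF 48 h replicate 2. PLA2 genes above 1.5-fold at 12 h ranged from 2 to 4, with 2 without control replicate 3, and those below 0.667-fold at 24 h from 1 to 2, with 1 without control replicate 2 or without EGF 24 h replicate 4. Over all of these fits, single genes were weaker in 27 cases and stronger in 17. Low counts limit the PLA2 family most, since 3 of its genes had at least 10 counts in every library.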

Differences from the paper's values

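The tests with factors per gene were chosen only after the results were seen. Of the values in the paper's text that were computed here, none was more than 1.5 times away from the edgeR value with all libraries. The farthest was the number of DAGK genes above 1.5-fold at 72 h, 4 here against the paper's 3. It was 3 with library size only, without EGF 72 h replicate 1 and with factors per gene, the last chosen after seeing the data, and 5 with the DESeq2 Wald test and with no filter. DGKQ is counted here and not by the authors, at 1.55-fold here and 1.41-fold in the authors' deposited table.

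The paper describes SCD as downregulated. Here it was lower at 12, 24 and 72 h and higher at 48 h (log2 fold change 0.62), and the authors' deposited table also has it higher at 48 h (1.48-fold). No alternative gave a fall at 48 h.

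FADS1 and FADS2 are described as upregulated. Here both were higher at 24, 48 and 72 h, and at 12 h FADS1 had a log2 fold change of -0.20 and FADS2 was lower (-0.31, edgeR adjusted p = 0.0102, 3 of 4 libraries below all controls). AGPAT2 is described as upregulated, and here it was higher at 12 h only.

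For LPIN2 and LPIN3, the paper places the passing of 1.5-fold at 72 h. Here LPIN3 passed at 48 h already (1.78-fold, edgeR adjusted p = 0.00409). In the authors' deposited table, its adjusted p at 48 h is 0.171, and here the factors per gene, chosen after seeing the data, also gave no call (0.66). LPIN2 was lower at 12 h and 1.39-fold at 72 h, against 1.51-fold in the authors' deposited table. Its log2 fold change at 72 h was past 1.5-fold with the factors per gene, chosen after seeing the data (0.60), and with none of the alternatives set before the data were examined.

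Of the genes in Fig. 6B, ETNK1, LPIN2, PGS1 and PLD2 were within the fold change limits here at all time points. PGS1 at 12 h was 1.49-fold and passed 1.5-fold with the DESeq2 Wald test (0.60), DESeq2's size factors (0.59), no filter (0.61), without control replicate 2 (0.61) and without EGF 72 h replicate 1 (0.59), and with the factors per gene, chosen after seeing the data (0.62). PLD2 at 12 h was 1.49-fold and passed with the DESeq2 Wald test (0.61), DESeq2's size factors (0.60), no filter (0.62), only the 8 libraries compared (0.59) and a block per replicate number (0.60), without control replicate 1 (0.61), control replicate 2 (0.75), EGF 12 h replicate 4 (0.63) or EGF 72 h replicate 1 (0.59), and with the factors per gene, chosen after seeing the data (0.67). At 24 h, PLD2 passed without control replicate 2 (0.70). ETNK1 at 12 h was 1.41-fold here and 2.14-fold in the authors' deposited table, and passed without control replicate 3 (0.62) and with the factors per gene, chosen after seeing the data (1.09). LPIN2 was past the lower limit at 12 h with library size only (-0.71) and with upper quartiles (-0.59).

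In its gene set enrichment analysis with the Reactome glycerophospholipid set, the paper reports no significant result at any time point. Its joint analysis of genes at 12 h and lipids had glycerophospholipid metabolism as the most significant pathway, and was not analysed here. With another list and other tests, which do not repeat either analysis, fry called the list at all 4 time points and camera at 12 h.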

Other observations

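The tests on the deposited factors, the spread of the controls and the spread at 48 h, and other splits of the libraries except for genes under the threshold and the number of glycerophospholipid genes, were chosen only after the results were seen, and the tests on the lists and the others on the number of genes at 48 h before.

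For each comparison, the 8 libraries were divided into 4 and 4 in all 35 ways. The real split alone gave numbers of genes as large as observed, 1 of 35 splits, for genes under the threshold and beyond the limits at each time point and between successive time points. This is the smallest value possible. Every other split put libraries of both conditions into both groups and called almost no genes. For numbers of genes, the value thus shows only that the conditions differ, and is no evidence for a list. The value was also 1 of 35 for the EMT, glycerophospholipid, PLA2 and DAGK genes at each time point, and for each list tested by fry at a time point against the control, with 3 exceptions. For the LXR list, 22 of 35 splits gave a result as large at 48 h. For the LXR list without SCD and LPCAT3, 4 did at 48 h and 3 at 72 h. Between time points, only the EGF feedback list is given here, with 1 of 35 splits both for 48 against 24 h and for 72 against 48 h. The study picked the EMT genes, and the genes of Fig. 6B within the glycerophospholipid, PLA2 and DAGK lists, from these same libraries.

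Of the genes measured by qPCR, EZR had a log2 fold change of 1.46, 0.89, 0.33 and 0.71 at 12, 24, 48 and 72 h (edgeR adjusted p = 1.86e-14, 2.21e-10, 6.84e-04 and 8.31e-09). SNAI1 had 2.03, 1.04, 1.97 and 1.33 (edgeR adjusted p = 1.09e-08, 3.67e-04, 6.25e-08 and 1.49e-05), with 3 of 4 libraries above all controls at 24 h. TWIST1 had at most 8 counts in a library and was not tested. Of the reference genes, GAPDH was higher at 12 h (log2 fold change 0.42, standard error 0.077, edgeR adjusted p = 4.02e-05), while RPS13 had a log2 fold change of 0.11 (edgeR adjusted p = 0.131). EGFR rose by 3.38-fold at 12 h and 1.69-fold at 72 h (edgeR adjusted p = 1.72e-16 and 7.07e-10). CDH1 was higher at 12 h (0.51, edgeR adjusted p = 4.76e-06) and lower at 72 h (-0.49, edgeR adjusted p = 1.11e-05), calls that do not pass with the factors per gene. ZEB1 had 0 to 2 counts per control library and was at least 4.57-fold higher at 72 h. CDH2 and ZEB2 had few counts and SNAI2 had 0 in every library, and these 3 were not tested.

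Log2 fold changes at different time points share the 4 control libraries, which alone correlates them. The correlation was 0.771 between 12 h and 24 h (simulated 0.572), 0.471 between 12 h and 48 h (simulated 0.467), 0.600 between 12 h and 72 h (simulated 0.566), 0.757 between 24 h and 48 h (simulated 0.471), 0.833 between 24 h and 72 h (simulated 0.583) and 0.900 between 48 h and 72 h (simulated 0.493), where the simulation had no effect of EGF. Called at both time points were 5638 genes at 12 and 48 h, 4043 in the same direction, and 6446 at 48 and 72 h, 6364 in the same direction. In the simulation, 0 genes were called at both time points of these pairs. Over all genes tested, 59.9% had the same sign at 12 and 48 h, not more than in the simulation (66.5%). At 48 and 72 h, 82.1% did (simulated 66.1%). Simulated fold changes hold noise only, so the shared controls weigh more in them than in the data. The simulation thus cannot show how much of the agreement at 12 and 48 h comes from the shared controls.

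A fall of LXR targets together with SCD and LPCAT3 was tested with the LXR list. The fry adjusted p was 9.10e-10 at 12 h, 6.08e-09 at 24 h, 0.639 at 48 h and 2.47e-05 at 72 h, with 6, 6, 3 and 5 of 8 tested genes lower and 0, 1, 1 and 1 higher, and 6, 7, 7 and 6 passing when adjusted over the list alone. Without SCD and LPCAT3, which the study names, it was 7.07e-08, 1.22e-06, 0.0119 and 0.00118, of which camera called none (0.164, 0.164, 0.35 and 0.35). The higher gene was ABCA1 at 24 and 72 h (log2 fold change 1.20 and 2.28) and SCD at 48 h (0.62). At 12 h the values are consistent with a common fall, and at 48 h, with SCD higher, they argue against it. At 24 and 72 h it cannot be told apart from a fall of single genes, since members go both ways and camera did not call the list without SCD and LPCAT3. At 72 h, camera also gave 0.167 for the whole list, and 3 of the 35 splits gave a result as large for the list without SCD and LPCAT3. A fall of sterol synthesis genes together with SCD was tested with the SREBP2 list. The fry adjusted p was 0.0393 at 12 h, in the direction of upregulation, and 6.80e-06, 0.0453 and 7.80e-08 at 24, 48 and 72 h, in the direction of downregulation. Lower were 6, 9, 3 and 9 of 16 genes and higher 5, 3, 2 and 3, with 12, 12, 5 and 13 passing when adjusted over the list alone. Camera called the list at no time point (0.811, 0.191, 0.428 and 0.0797). At all 4 time points a common fall cannot be told apart from no common change, since members go both ways and camera does not call the list. At 12 and 48 h, the call by fry also depends on single libraries and on the scaling.

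Fewer genes were called at 48 h than at 24 and 72 h. The tables argue against lower depth at 48 h, since thinning every library to 15611961 counts gave 9347, 7233 and 9708 genes at 24, 48 and 72 h. The spread between replicates was larger at 48 h, with a median SD of log2 CPM of 0.184 against 0.147 at 24 h and 0.129 at 72 h. As the only cause, a larger spread would not make the changes smaller, but the median absolute log2 fold change over all genes tested was 0.29 at 48 h against 0.42 at 24 h and 0.44 at 72 h. With single libraries left out, it was at most 0.32 at 48 h and at least 0.40 at 24 and 72 h. Whether the spread has a part in the lower number stays open. A few genes taking more of the counts also has values against it, since the 10 most abundant genes held 13.1% at 48 h and 15.2% at 72 h. A candidate explanation is a return of the ERK response toward the control level at 48 h. The EGF feedback list fell between 24 and 48 h (median -1.18, fry adjusted p = 5.45e-07) and rose between 48 and 72 h (median 1.33, fry adjusted p = 1.14e-06). The glycerophospholipid list did the same by less (median -0.21 and 0.18, fry adjusted p = 7.20e-06 and 2.23e-06). The LXR and SREBP2 lists rose and then fell, and the cell cycle list fell at both steps. The dip is thus not particular to the EGF feedback list, and it may be part of the smaller changes at 48 h rather than their cause. Whether the medium or EGF was renewed between these time points stays open.

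The deposited normalized values differ from the counts by a factor that varies between genes. The mean SD of its log2 across libraries was 0.0455 in genes with 1 annotated transcript and 0.149 in those with more than 16, consistent with transcript length offsets in the authors' normalization. Run here with these factors, DESeq2 gave log2 fold changes at a median distance of 4.72e-04 from those in the authors' deposited table over 11956 genes, and 0.0779 with 1 size factor per library.

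The spread between the control libraries was larger than in the EGF groups, with a median SD of log2 CPM of 0.213, against 0.114, 0.147, 0.184 and 0.129 at 12, 24, 48 and 72 h. Lower depth in the controls has values against it, since their median total was 20834697, above that of EGF 24, 48 and 72 h. The model of all 20 libraries estimates the spread of a gene over all groups together. It may thus understate the spread of the controls, and adjusted p values against the control may be too small. What else differs between the control cultures stays open, and no biological explanation was tested.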
